# Unraveling the functions of uncharacterized transcription factors in *Escherichia coli* using ChIP-exo

**DOI:** 10.1093/nar/gkab735

**Published:** 2021-08-24

**Authors:** Ye Gao, Hyun Gyu Lim, Hans Verkler, Richard Szubin, Daniel Quach, Irina Rodionova, Ke Chen, James T Yurkovich, Byung-Kwan Cho, Bernhard O Palsson

## Abstract

Bacteria regulate gene expression to adapt to changing environments through transcriptional regulatory networks (TRNs). Although extensively studied, no TRN is fully characterized since the identity and activity of all the transcriptional regulators comprising a TRN are not known. Here, we experimentally evaluate 40 uncharacterized proteins in *Escherichia coli* K-12 MG1655, which were computationally predicted to be transcription factors (TFs). First, we used a multiplexed chromatin immunoprecipitation method combined with lambda exonuclease digestion (multiplexed ChIP-exo) assay to characterize binding sites for these candidate TFs; 34 of them were found to be DNA-binding proteins. We then compared the relative location between binding sites and RNA polymerase (RNAP). We found 48% (283/588) overlap between the TFs and RNAP. Finally, we used these data to infer potential functions for 10 of the 34 TFs with validated DNA binding sites and consensus binding motifs. Taken together, this study: (i) significantly expands the number of confirmed TFs to 276, close to the estimated total of about 280 TFs; (ii) provides putative functions for the newly discovered TFs and (iii) confirms the functions of four representative TFs through mutant phenotypes.

## INTRODUCTION

Bacteria employ a broad range of mechanisms to regulate gene expression to achieve and maintain phenotypic states (1). The primary mechanism by which gene expression is regulated in bacteria relies on the promoter recognition by the RNA polymerase (RNAP) holoenzyme and its subsequent initiation of transcription (2). Since the core enzyme (including α, α, β, β’ and ω) itself is unable to recognize promoters or to initiate transcription, a sigma factor, which directly recognizes its target sequence, binds to the core enzyme, forming a complex known as the RNA polymerase holoenzyme. This complex then orchestrates transcription initiation from specific promoters (1). In addition to the regulation by sigma factors, transcription factors (TFs) also bind to intergenic regulatory regions of DNA, preventing or promoting RNAP binding upstream from a transcription start site (3). Thus, the identification of transcription factors and their association with sigma factors is fundamental to understanding how an organism responds to varying phenotypic demands through transcriptional regulation.

A complete description of the *Escherichia coli* K-12 transcriptional regulatory network (TRN) is of particular importance to the scientific community because it provides fundamental information not only for unravelling regulatory network architectures that are host to individual regulators and their target genes, but also for studying the interactions among multiple regulators. Although *E. coli* K-12 MG1655 is one of the best understood model organisms, our current knowledge of its TRN is still incomplete (4,5). To reconstruct the global TRN, it is necessary to identify a full set of TFs and expand the TRN through new chromatin immunoprecipitation (ChIP) data for individual TFs.

We previously developed a pipeline for computational prediction followed by experimental validation via ChIP technology (6,7). The first use of this pipeline successfully discovered ten novel TFs in *E. coli* and identified their regulatory roles. In this study, to get closer to the complete characterization of the *E. coli* K-12 MG1655 TRN, we employ this pipeline again to characterize an additional 40 candidate TFs and their target genes. Specifically, we use a high-throughput method (multiplexed ChIP-exo) to generate massive protein-DNA interactions datasets for these candidate TFs, RNAP, and the sigma factor RpoD. Combining these data, we successfully uncover 588 binding sites of 34 TFs from 40 initial candidates, in which 283 binding sites are located upstream. Based on the number of target genes, we classify these TFs into three groups: (i) one global regulator (>100 target genes), (ii) twenty-nine local regulators (<100 target genes) and (iii) four single-target regulators (8). We further explore the physiological roles of four representative TFs using gene expression profiling and mutant phenotype analysis. Our results illustrate that newly discovered TFs have a varied number of regulatory targets and participate in key cellular processes from replication, transcription, nutrition metabolism to stress responses in *E. coli* K-12 MG1655. Taken together, our results expand the total number of validated TFs to 276 (an increase of ∼12%), and support the estimated total of 280∼300 TFs comprising the TRN in *E. coli* K-12 MG1655 (9).

## MATERIALS AND METHODS

### Computational prediction of candidate TFs

Previously, we had generated a list of candidate TFs and used 16 of the top candidates to assess the discovery pipeline (10). Ten of the 16 candidates were found to be TFs. Here, we extended the experimental validation of these computationally predicted targets by selecting and studying additional candidates from this previous list. Briefly, the list was generated using the TFpredict algorithm (11) modified for use with bacterial genomes (10). The TFpredict algorithm takes a protein sequence as input and generates a quantified score in the range [0,1] that represents the likelihood of that protein being a TF based on sequence homology, where a score of 1 represents the highest confidence. We selected 40 of the top candidate TFs from this rank-ordered list. See reference (10) for a full description of the computational methods.

### Bacterial strains, media and growth conditions

The strains used in this study are *E. coli* K-12 MG1655 and its derivatives, deletion strains, and myc-tagged strains (Dataset S1). For ChIP-exo experiments, the *E. coli* strains harboring 8-myc were generated by a λ red-mediated site-specific recombination system targeting the C-terminal region as described previously (12). For ChIP-exo experiments, glycerol stocks of *E. coli* strains were inoculated into M9 minimal medium (47.8 mM Na_2_HPO_4_, 22 mM KH_2_PO_4_, 8.6 mM NaCl, 18.7 mM NH_4_Cl, 2 mM MgSO_4_ and 0.1 mM CaCl_2_) with 0.2% (w/v) glucose. The M9 minimal medium was also supplemented with 1 ml trace element solution (100X) containing 1 g EDTA, 29 mg ZnSO_4_.7H_2_O, 198 mg MnCl_2_.4H_2_O, 254 mg CoCl_2_.6H_2_O, 13.4 mg CuCl_2_ and 147 mg CaCl_2_. The culture was incubated at 37°C overnight with agitation and was then used to inoculate fresh media (1/200 dilution). The volume of the fresh media was 150 mL per biological replicate. The fresh culture was incubated at 37°C with agitation to the mid-log phase where optimal density at 600 nm (OD_600_) was around 0.5. To create oxidative stress, the overnight cultures were inoculated at an OD_600_ of 0.01 into the fresh 70 mL of glucose M9 minimal medium in a 500 ml flask supplemented with 250 μM paraquat (PQ) at an OD_600_ of 0.3 and incubated for 20 min with stirring. The strains in the ChIP-exo experiments were grown under the conditions listed in Dataset S2.

To evaluate the susceptibility of bacterial cells to H_2_O_2_, mid-log phase cells (OD_600_ ≈ 0.5) were harvested, washed with phosphate-buffered saline (PBS), and resuspended in M9 minimal medium. The culture was then treated with 60 mM H_2_O_2_ (the final concentration) for 15 min. Samples were taken before and after the treatment, diluted, and plated in triplicate on LB plates. Viable counts were determined following incubation at 37°C for up to 24 h. The sensitivity of cells to the lethal effect of the stimulus was expressed as percent survival of treated cells relative to that of untreated cells determined at time zero.

To examine the effects of carbon sources on cell growth, *E. coli* K-12 MG1655 and *yciT* deletion strains were incubated on M9 minimal medium with a sole carbon source (glucose, fructose, or sorbitol) at 37°C overnight with agitation. The concentration of the carbon sources was 0.2% (w/v). These cultures were then used to inoculate the same fresh media (1/200 dilution) and were incubated again at 37°C with agitation. Growth curves were monitored by measuring OD_600_ every 30 min using a Bioscreen C (Growth curves, USA), and repeated twice with three biological replicates.

To determine the effects of osmotic stress on the growth, *E. coli* K-12 MG1655 and *yciT* deletion strains were grown on M9 minimal sorbitol (0.2% w/v) media and the same media supplemented with 0.5 M NaCl at the beginning of the culture, respectively. The culture was incubated at 37°C with agitation and monitored by measuring OD_600_ every 30 min using a Bioscreen C, and repeated twice with three biological replicates.

### Multiplexed ChIP-exo experiment

A multiplexed ChIP-exo experiment was performed through simple modification of our standard ChIP-exo method described previously (13). Here, after ligating the first adapter to each sample separately, the samples are then pooled together and subject to the remainder of the enzymatic reactions used for library preparation. Each sample receives a different first adapter bearing a unique 6-base sequence (barcode), thus allowing demultiplexing of sequencing data.

To identify the binding map of each candidate TF *in vivo*, the DNA bound to each candidate TF from formaldehyde cross-linked *E. coli* cells were isolated by chromatin immunoprecipitation (ChIP) with the antibody that specifically recognizes the myc tag (9E10, Santa Cruz Biotechnology) and Dynabeads Pan Mouse IgG magnetic beads (Invitrogen). This step was followed by stringent washings (14). Cells were initially grown in glucose minimal medium to OD_600_ = 0.5 and incubated with 1% formaldehyde (Thermo Scientific) for 25 min at room temperature. The formaldehyde was quenched by 2.5 M glycine (Thermo Fisher Scientific) for an additional 5 min and the cells were washed with ice-cold TBS (Thermo Fisher Scientific) three times. The resulting pellets were lysed with Ready-lyse lysozyme solution (Epicentre). Lysates were sonicated using a sonicator (QSonic) to generate 300–500 bp randomly sheared chromosomal DNA fragments. The extent of shearing was monitored with a 1% agarose gel and confirmed by separation on a 2100 High sensitivity Bioanalyzer chip (Agilent Technologies) upon completion of the immunoprecipitation. Immunoprecipitation was carried out at 4°C with overnight incubation and 15 μl anti-c-myc mouse antibody (9E10, Santa Cruz Biotechnology). The protein of interest, together with its cross-linked DNA and covalently bound mouse antibody, was captured with 50 μl Dynabeads Pan mouse IgG (Invitrogen) and washed with buffer I (50 mM Tris–HCl (pH 7.5), 140 mM NaCl, 1 mM EDTA, 1% Triton X-100).

ChIP materials (chromatin-beads) were used to perform on-bead enzymatic reactions of the ChIP-exo method (7). The sheared DNA of chromatin-beads was repaired by the NEBNext End Repair Module (New England Biolabs) followed by the addition of a single dA overhang and ligation of a first adaptor (5′-phosphorylated) using the dA-Tailing Module (New England Biolabs) and the NEBNext Quick Ligation Module (New England Biolabs), respectively. The first adaptor was designed to have different indices to distinguish different DNA samples after the sequencing. After ligation, multiple ChIP materials could be pooled together. Nick repair was performed by using PreCR Repair Mix (New England Biolabs). Lambda exonuclease- and RecJ_f_ exonuclease-treated chromatin was eluted from the beads and incubated overnight at 65°C to reverse the protein–DNA cross-link. RNAs- and proteins-removed DNA samples were used to perform primer extension and second adaptor ligation with following modifications. The DNA samples incubated for primer extension as described previously (13) were treated with dA-Tailing Module (New England Biolabs) and NEBNext Quick Ligation Module (New England Biolabs) for second adaptor ligation. The DNA sample purified by GeneRead Size Selection Kit (Qiagen) was enriched by polymerase chain reaction (PCR) using Phusion High-Fidelity DNA Polymerase (New England Biolabs). The amplified DNA samples were purified again by GeneRead Size Selection Kit (Qiagen) and quantified using Qubit dsDNA HS Assay Kit (Life Technologies). Quality of the DNA sample was checked by running Agilent High Sensitivity DNA Kit using Agilent 2100 Bioanalyzer (Agilent) before sequenced using HiSeq 2500 (Illumina) following the manufacturer's instructions. The antibody (NT63, Biolegend) that specifically recognizes RNA polymerase β was used to conduct the ChIP-exo experiment to detect the binding sites of RNA polymerase in *E. coli* K-12 MG1655. The antibody (2G10, Biolegend) that specifically recognizes σ^70^ was used to detect the binding sites of σ^70^ in *E. coli* K-12 MG1655. Each step was also performed following the manufacturer's instructions. ChIP-exo experiments were performed in biological duplicates (Dataset S3 and S4).

### Peak calling for ChIP-exo dataset

Peak calling was performed as previously described (13). Sequence reads generated from ChIP-exo were mapped onto the reference genome (NC_000913.2) using bowtie (15) with default options to generate SAM output files. The MACE program was used to define peak candidates from biological duplicates for each experimental condition with sequence depth normalization (16). To reduce false-positive peaks, peaks with a signal-to-noise (S/N) ratio <1.5 were removed; and peaks without expected bimodal shape were removed (17) The noise level was set to the top 5% of signals at genomic positions (13). The calculation of S/N ratio resembles the way to calculate ChIP-chip peak intensity where the IP signal was divided by Mock signal. Finally, each peak was assigned to the target gene, according to genomic position (Supplementary Figure S1). Genome-scale data were visualized using MetaScope (https://sites.google.com/view/systemskimlab/software?authuser=0) and NimbleGen's SignalMap software.

### Motif search from ChIP-exo peaks

The consensus DNA sequence motif analysis for validated TFs was performed using the MEME software suite (the *E*-value < 1e-3) (18). For YciT, YcjW, YdcN, YdhB, YfeC, YfeD and YidZ, sequences in binding regions were extracted from the reference genome (NC_000913.2).

### COG functional enrichment

Regulon genes were categorized according to their annotated clusters of orthologous groups (COG) category (19). Functional enrichment of COG categories in the target genes was determined by performing a hypergeometric test, and a *P*-value <0.01 was considered significant.

### Transcriptomics

RNA-seq was performed using two biological replicates (Dataset S5). The strains were grown under the same conditions as those used in the ChIP-exo experiments. Transcripts were stabilized by mixing 3 ml of cell cultures at the mid-log phase with 6 ml of RNAprotect Bacteria Reagent (Qiagen). Samples were immediately vortexed for 5 s, incubated for 5 min at room temperature, and then centrifuged at 5000 × *g* for 10 min. The supernatant was decanted, and any residual supernatant was removed by inverting the tube once onto a paper towel. Total RNA samples were then isolated using a RNeasy Plus Mini kit (Qiagen) following the manufacturer's instruction. Samples were then quantified using a NanoDrop 1000 spectrophotometer (Thermo Scientific) and quality of the isolated RNA was checked by running RNA 6000 Pico Kit using an Agilent 2100 Bioanalyzer (Agilent). Paired-end, strand-specific RNA-seq libraries were prepared using KAPA RNA Hyper Prep kit (KAPA Biosystems), following the instructions (20,21). Resulting libraries were analyzed on an Agilent Bioanalyzer DNA 1000 chip (Agilent). Sequencing was performed on a Hiseq 2500 sequencer (illumina) at the Genomics Core facility of University of California, San Diego.

### Calculation of differentially expressed genes

Expression profiling was performed as previously described (13). Raw sequence reads generated from RNA-seq were mapped onto the reference genome (NC_000913.2) using bowtie v1.2.3 with the maximum insert size of 1000 bp, and two maximum mismatches after trimming 3 bp at 3′ ends (15). Transcript abundance was quantified using summarizeOverlaps from the R GenomicAlignments package, with strand inversion for the dUTP protocol and strict intersection mode (22). We then calculated the dispersion and differential expression level of each gene using DESeq2 (23). DESeq2 uses empirical Bayes shrinkage for dispersion estimation which substantially improves the stability and reproducibility of analysis results compared to maximum-likelihood-based solutions. This also makes DESeq2 applicable for small studies with few replicates (23). Transcripts per Million (TPM) was calculated by DESeq2. For significance testing, DESeq2 uses the Wald test to calculate the *P*-value. The Wald test calculates *P*-values from the subset of genes that pass an independent filtering step, and they are adjusted for multiple testing using the procedure of Benjamini and Hochberg (23). Expression with log_2_(fold-change) ≥ log_2_(2.0) and adjusted *P*-value <0.05 or log_2_(fold-change) ≤–log_2_(2.0) and adjusted *P*-value <0.05 was considered as differentially expressed (Dataset S6).

### Structural analysis of candidate TFs

Homology models of the candidate transcription factors YidZ, YfeC, YciT, YcjW, YdcN and YgbI were constructed using the SWISS-MODEL pipeline (24). Multiple templates were analyzed, and inference of the oligomeric state was based on the reported interface conservation scores to existing complexes of similar sequence identity. The structures were annotated using information in UniProt (25) and visualized with VMD (26).

## RESULTS

Here, we describe the discovery and characterization of candidate TFs in *E. coli* K-12 MG1655 following our previously reported and validated pipeline (10). First, we present an overview of the binding sites determined by multiplexed ChIP-exo for these candidate TFs, highlighting their structural and functional properties. We then describe the regulation of transcription initiation by these candidate TFs through a separate ChIP-exo screen for the RNAP holoenzyme. Next, we characterize the putative functions of 10 candidate TFs in *E. coli* to understand their biological roles (Figure 1). Finally, we provide further phenotypic analysis for the wild type and four mutant strains through deletion of either *yfeC*, *yciT*, *ybcM* or *ygbI*.

**Figure 1.**
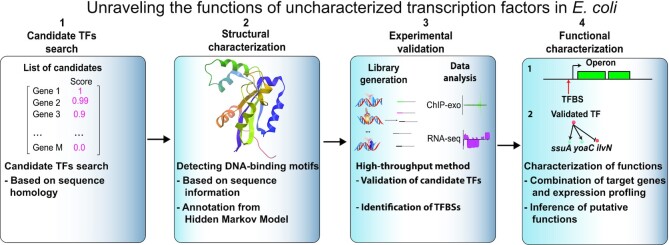
A systematic approach to identify and validate candidate transcription factors in *E. coli* K-12 MG1655. The approach used in this study can be divided into four steps: 1) we examined 40 computationally predicted candidate TFs from our previous study; 2) for each candidate TF, we highlighted its structural features based on the annotation from hidden Markov models; 3) we performed experimental validation using multiplexed ChIP-exo; and 4) we combined the binding sites with expression profiling data to characterize regulatory roles of representative TFs with a suite of experimental tests.

### Screening putative transcription factors in *E. coli* K-12 MG1655

Previously, we had generated a rank-ordered list of candidate TFs from a group of uncharacterized genes (‘y-genes’) using a homology-based algorithm (10). We experimentally tested 16 of the top hits from this list and verified that ten (62.5%) were indeed TFs. To expand this effort, in the present study, we selected an additional 40 y-genes from the list of candidate TFs and experimentally tested them by using multiplexed ChIP-exo (Table 1). Recently, several of the candidate TFs have been independently suggested to be TFs using *in vitro* assays: ComR (YcfQ) (27), YcjW (28), SutR (YdcN) (29), RcdB (YhjC) (30), NimR (YeaM) (31), CsqR (YihW) (32,33), YqhC (34,35). However, our results provide *in vivo* binding sites of these TFs, which is important for expanding the knowledge of the target genes for these TFs in *E. coli* K-12 MG1655.

**Table 1.** Overview of 40 candidate TFs with the predicted location of the helix-turn-helix (HTH) domain

Gene name	Locus_tag (b_number)	Total length (AA)	TF Family type*	Relative HTH position^#^
*yahB*	b0316	310	LysR	3–29%
*ybcM*	b0546	265	AraC	80–99%
*ybdO*	b0603	300	LysR	3–30%
*ybeF*	b0629	317	LysR	8–33%
*ybhD*	b0768	317	LysR	1.2–35%
*ycaN*	b0900	302	LysR	1–37%
*ycfQ*	b1111	210	TetR	5–39%
*yciT*	b1284	249	DeoR	1–24%
*ycjW*	b1320	332	GalR/LacI	0–17%
*ydcN*	b1434	178	N/A*	2–40%
*ydcR*	b1439	468	GntR	0–15%
*ydhB*	b1659	310	LysR	2–28%
*ydiP*	b1696	303	AraC	77–94%
*yeaM*	b1790	273	AraC	72–94%
*yebK*	b1853	289	N/A*	0–28%
*yedW*	b1969	223	CheY	0–56%
*yeeY*	b2015	309	LysR	2–28%
*yehT*	b2125	239	CheY	0–51%
*yfeC*	b2398	114	N/A*	0–50%
*yfeD*	b2399	130	N/A*	4–63%
*yfiE*	b2577	293	LysR	0–29%
*yfjR*	b2634	233	N/A*	N/A
*ygaV*	b2667	99	N/A*	11–99%
*ygbI*	b2735	255	DeoR	2–23%
*ygeR*	b2865	251	N/A*	N/A
*ygfI*	b2921	298	LysR	3–29%
*yggD*	b2929	169	N/A*	N/A
*yhjB*	b3520	200	LuxR	N/A
*yhjC*	b3521	299	LysR	1–28%
*yiaU*	b3585	324	LysR	2–35%
*yidL*	b3680	297	AraC	80–96%
*yidZ*	b3711	319	LysR	2–25%
*yihL*	b3872	236	GntR	1–31%
*yihW*	b3884	261	DeoR	3–31%
*yjhI*	b4299	262	IclR	3–29%
*yjjJ*	b4385	443	N/A*	N/A
*yneJ*	b1526	293	LysR	0–37%
*ynfL*	b1595	297	LysR	1–30%
*ypdC*	b2382	285	AraC	82–99%
*yqhC*	b3010	318	AraC	82–98%

Note, TF Family type* was annotated by the Hidden Markov Model (37).

N/A* indicates no annotation due to the lack of structural information.

Relative HTH position^#^ was calculated by the position of a HTH domain at the full length of protein sequence. N/A^#^ indicates the absence of a HTH domain in a given protein.

To predict the family types of candidate TFs, we employed Hidden Markov Models to annotate them based on the homology to the collection of known protein structures in the SUPERFAMILY 2 database (36) (Table 1, Dataset S7). We found that the majority of these 40 candidate TFs contain winged helix-turn-helix (HTH) DNA-binding domains, and can be grouped into different TF family types based on homology to known transcription factors (Supplementary Table S1) (37). These candidates can be classified into nine known TF family types (LysR, AraC, GntR, CheY, TetR, LuxR, GalR/LacI, IclR, DeoR) and one unknown group (due to the lack of structure information), which were listed in ‘TF family type’ (Supplementary Figure S2A). We then calculated the relative position of the HTH domain for all the candidate TFs, according to the start and end position of amino acids sequences (9) (Supplementary Figure S2B). Several candidate TFs (YfjR, YgeR, YggD, YhjB, YjjJ) do not have a predicted DNA-binding domain due to a lack of structural information, thus their relative HTH positions were annotated as N/A.

### Identifying the binding sites for candidate TFs

Next, to characterize binding sites of these candidate TFs on the genome, we constructed 40 myc-tagged strains corresponding to each candidate TF of interest and employed a multiplexed ChIP-exo method to increase the throughput of the assay (Supplementary Figure S3).

We obtained the binding profiles for all candidate TFs using the peak-calling algorithm MACE (16), and confirmed that 34 out of the 40 have DNA-binding affinities (Figure 2A). A total of 588 binding sites were identified for these candidate TFs (Figure 2B). Four of the six candidates, YgeR, YggD, YjjJ and YfjR, did not display any DNA binding, probably because they are non-HTH domain proteins (Table 1). It is likely that the remaining two proteins, YpdC and YeeY, are not activated under the test conditions in this study. They have therefore been excluded from further analyses.

**Figure 2.**
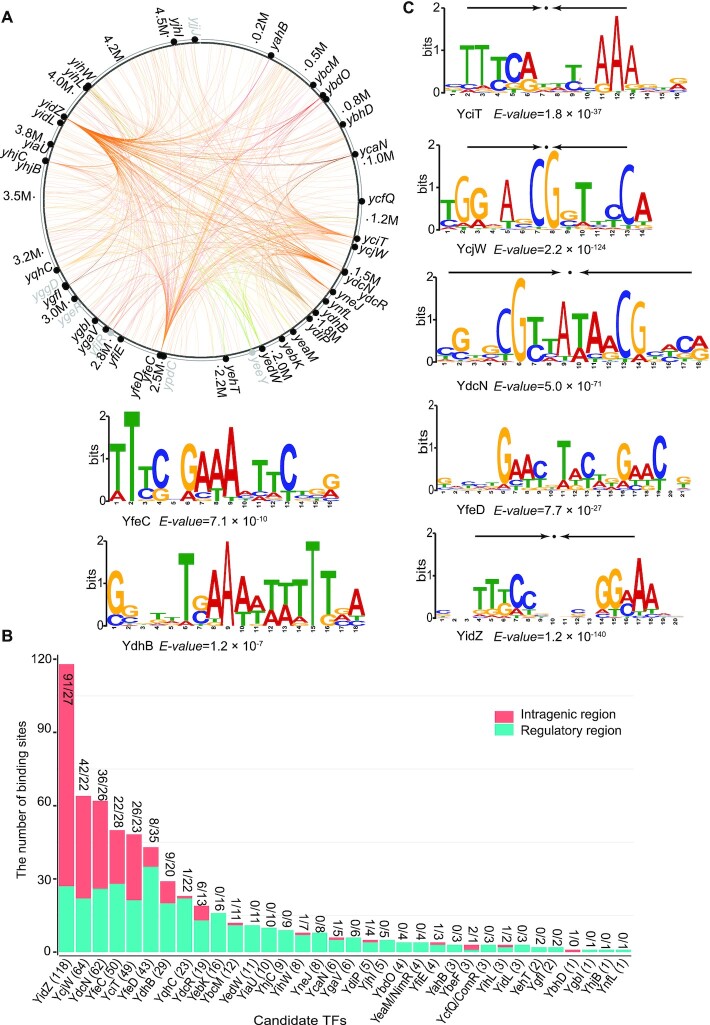
The global DNA binding profile for uncharacterized TFs. (**A**) Binding sites identified by a multiplexed ChIP-exo method are mapped onto the *E. coli* K-12 MG1655 genome to provide a network-level perspective of binding activity. Experimentally verified candidate TFs are shown in black, while TFs without binding peaks under tested conditions are shown in grey. The binding events for verified candidate TFs were labeled with colored lines. Each line indicates the interaction between a TF and its target genes. (**B**) 34 validated TFs have a varied number of binding sites between the intragenic region and the regulatory region. The numbers (#/#) above each bar indicate the number of sites that are located at the intragenic region and the regulatory region, respectively. The number (#) behind the name of a TF in the *x*-axis is the total number of binding sites for each validated TF. (**C**) The consensus sequence motifs for seven TFs determined by MEME. The height of the letters (in bits on the *y*-axis) represents the degree of conservation at a given position within the aligned sequence set, with perfect conservation being 2 bits. Arrows above motifs indicate the presence of palindromic sequences.

For the 34 validated candidate TFs, we analyzed the conserved binding motifs using the MEME algorithm (38) and obtained consensus sequences for 7 TFs (Figure 2C). Specifically, we found that the consensus binding motifs for YciT, YcjW, YdcN and YidZ were palindromic. For some validated TFs (YbcM, YbdO, YcaN, YcfQ, YdiP, YedW, YihW and YqhC), although they had a limited number of binding sites, their binding sites exhibited sequence-specific patterns (Supplementary Figure S4).

The majority of promoters in *E. coli* are recognized by the sigma factor RpoD (σ^70^), also known as the housekeeping sigma factor (14). Thus we performed additional ChIP-exo experiments to investigate whether target genes of the 34 candidate TFs are also expressed by RNAP assembled with σ^70^ (Supplementary Figure S5A). We specifically focused on three combinations between RNA polymerase, RpoD, and candidate TFs: (i) RNAP + RpoD: a binding site is located upstream of a target gene, and both RNAP and RpoD recognize the promoter region of this gene; (ii) RNAP_only: a binding site is located upstream of a target gene, but only RNAP recognizes the promoter region (while RpoD could not recognize the promoter region, it is likely that alternative sigma factors could recognize this promoter region); and (iii) others: includes two scenarios; one where a binding site is located within the coding region, and the other where a binding site is located upstream of a target gene but neither RNAP or RpoD recognize the promoter region. Given these criteria, we identified 208 binding events belonging to type (i) and 75 binding events belonging to type (ii). Thus, a total of 283 binding events overlaps with RNAP for the 34 candidate TFs, accounting for 48% (283/588) of total binding sites (Supplementary Figure S5B).

### Deciphering regulatory roles of candidate transcription factors

Having verified whether candidate TFs were DNA-binding proteins, we next assessed their putative functions. We used the definition put forth by Shimada et al.—based on the number of target genes—to classify the regulatory nature of the TFs studied here (8). This definition uses four classes: (i) nucleoid-associated regulators (hundreds of target genes); (ii) global regulators (>100 target genes); (iii) local regulators (<100 target genes); and (iv) single-target regulators. In this study, 34 validated TFs were classified into the latter three types: 1 global regulator (type I), 29 local regulators (type II), and 4 single-target regulators (type III). In particular, we further inferred the putative biological roles of ten validated TFs (YidZ, YfeC, YciT, YdhB, YbcM, YneJ, YjhI, YfiE, YgbI and YnfL) based on annotated functions of their target genes (Table 2).

**Table 2.** The classification of 10 representative candidate TFs and proposed functions in *E. coli* K-12 MG1655

Gene^#^ (b-number)	Classification of candidate TFs (# of TFBSs)	Family Type	Binding sites associated with metabolic pathway	Proposed regulatory roles	Results
*yidZ* (b3711)	Type I (118)	LysR	Widespread, intragenic binding	Target genes have diverse functions	Figure 3
*yfeC* (b2398)	Type II (50)	N/A*	*chaAB, panD, grxC, pqqL*, *hybE*, *lpp, rpmH, rpmB*	*yfeC* mutant was reported to increase eDNA release (40)	Figure 4
*yciT* (b1284)	Type II (49)	DeoR	*ybiO*, *ybiV*, *ybiY*	A regulator involved in osmolarity	Figure 5
*ydhB^#^* (b1659)	Type II (29)	LysR	*ydhB*, *ydhC*	A regulator involved in purine metabolism	Supplementary Figure S6
*ybcM* (b0546)	Type II (12)	AraC	*ybcL*, *ucpA*	A regulator related to stress response	Figure 6
*yneJ^#^* (b1526)	Type II (8)	LysR	*sad*, *yneJ*	A regulator involved in glutamate metabolism	Supplementary Figure S7 (54)
*yjhI^#^* (b4299)	Type II (5)	IclR	*yjhG*, *yjhH*, *yjhI*	A regulator related to the energy conversion between pyruvate and glycolaldehyde	Supplementary Figure S8
*yfiE^#^* (b2577)	Type II (4)	LysR	*yfiE*, *eamB*	A regulator related to the control of a cysteine and O-acetylserine exporter	Supplementary Figure S9
*ygbI* (b2735)	Type III (1)	DeoR	*ygb*J, *ygbK*	A regulator involved in tartrate metabolism	Figure 7
*ynfL^#^* (b1595)	Type III (1)	LysR	*ynfL*, *ynfM*	A regulator involved in the control of arabinose efflux transporter	Supplementary Figure S10

*N/A indicates no prediction due to the lack of structural information.

Genes^#^ were analyzed and presented in the supplementary material.

For detailed analysis, 5 of 10 validated TFs in the three categories—one global regulator (YidZ), three local regulators (YfeC, YciT and YbcM), and one single-target regulator (YgbI)—were selected as representative TFs. To infer their regulatory roles, we combined the binding sites with gene expression profiling to analyze the most significant enrichment of pathways in which validated TFs are involved. 

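For expression profiling, RNA was sequenced from the wild-type strain and from 6 strains that lack *yidZ*, *yfeC*, *yciT*, *ybcM*, *ydhB* or *ynfL*, with 2 biological replicates each and 14 libraries in all. The *ygbI* mutant was not analysed here. The cultures were grown to mid-log phase in M9 minimal medium with glucose. The paper gives 250 μM paraquat for ChIP-exo of the *ybcM* strain and the same conditions for RNA-seq, while the sample labels name no paraquat for any library. Each deletion strain was compared with the same 2 wild-type libraries. The authors mapped the paired-end reads to the MG1655 genome with bowtie, counted them with summarizeOverlaps and deposited normalized transcript abundances (TPM) for each gene, which add up to 1000000 in each library. Read counts were recovered from the spacing of the TPM values and the gene lengths of the RefSeq annotation, which gave lengths for 4165 genes. Between 98.3% and 98.5% of the recovered values above 0 were whole numbers. They add up to between 3088687 and 7480873 reads per library. A mean count of at least 50 was reached by 2753 genes.

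Differential expression was tested with limma on log2(TPM + 1), with all 14 libraries in a single fit and Benjamini-Hochberg adjustment over 4247 genes. A gene was counted as differentially expressed at a log2 fold change of at least 1 in either direction and an adjusted p-value under 0.05, and the deleted gene was reported apart. The test, these thresholds, the 300 bp limit for short genes, the Fisher tests on binding targets and the rule for naming genes were set before the data were examined. The variance prior that follows mean expression, the comparison against the mean of the other 5 deletion strains, the correction for a gene-length trend and the test on recovered reads were chosen afterwards. With 1 library left out, a group holds a single library, so those fold changes carry no p-value. The 1 TPM added before taking logarithms makes the log2 fold changes of genes with few TPM smaller than the ratio of their TPM. A group with at most 3 recovered reads in every library is treated as a floor, and this limit covers counting error only.

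Among the genes with a mean count of at least 50, the SD of the log2 difference between replicates was 0.372 in wild type and 0.150 to 0.194 in the deletion strains. The wild-type spread lay mainly in short genes. From wild-type replicate 1 to replicate 2 the median log2 change was 1.10 for 105 genes under 300 bp and −0.06 for 2648 longer genes. The median log2 fold change of the genes with a mean count of at least 50 was −0.13 in the *yidZ* deletion, −0.13 in the *yfeC* deletion, −0.26 in the *ybcM* deletion and −0.12 in the *ydhB* deletion. It was within 0.1 of 0 in the other 2 strains. The fold changes reported were not re-centred on these medians.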

The remaining five validated TFs can be found in the Supplementary Material.

#### A global regulator (type I), YidZ

We identified 118 binding sites of YidZ (Figure 3A) and then enriched 108 out of the 118 binding sites at the high confidence (*E*-value = 1.2e–140, Figure 2C, Supplementary Figure S11). Based on SWISS-MODEL, YidZ was predicted to form the dimer or tetramer (Supplementary Table S2) (24).

**Figure 3.**
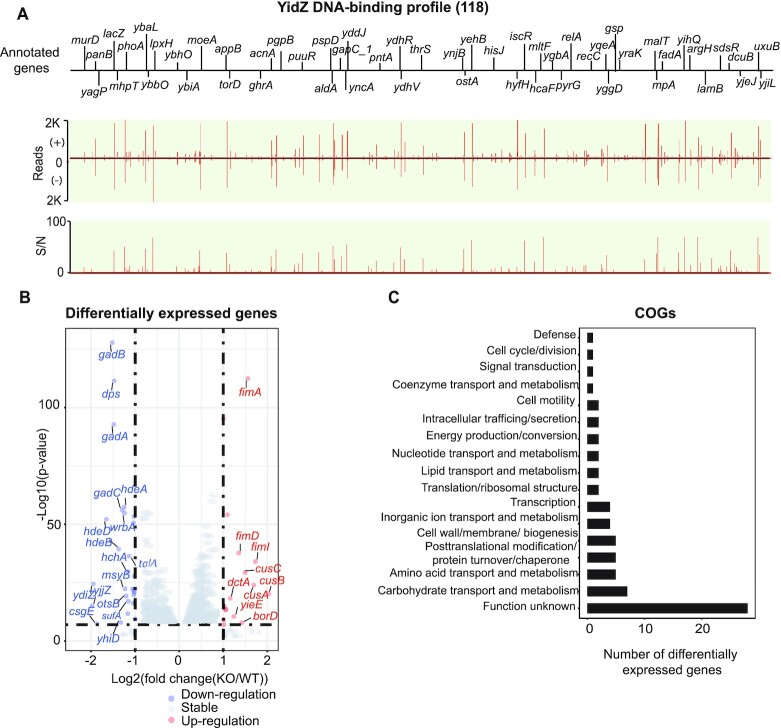
Using YidZ as an example to illustrate type I global regulators. (**A**) An overview of YidZ binding profile across *E. coli* K-12 MG1655 genome. 77% (91/118) of binding sites are located within the coding region while 23% (27/118) are located within the regulatory region. S/N denotes signal-to-noise ratio. (+) and (−) indicate reads mapped onto forward and reverse strands, respectively. (**B**) 74 genes were differentially expressed after deletion of *yidZ* (cut-off value is log_2_ fold-change ≥1, or ≤−1, and adjust *P*-value < 0.05). (**C**) Functional classification of genes regulated by YidZ. The functions of genes regulated by YidZ are diverse. Additionally, the biological significance of 38% (28/74) of genes is still unknown.

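In the *yidZ* deletion, *yidZ* itself (b3711) was listed at 0 and 0.296 TPM, against 11.4 to 34.2 TPM in the 12 libraries of the other strains. These libraries are spelled ydiZ in the deposited table, but the gene *ydiZ* (b1724) was still expressed in them. Apart from *yidZ*, 100 genes were differentially expressed, 32 higher and 68 lower. In all of them both deletion libraries lay beyond both wild-type libraries. Chance gives this arrangement in 33.3% of comparisons of 2 against 2, but the thresholds that chose these genes already favour it. Without a fold-change threshold 1017 genes were counted, while 9 genes passed a test against a null of a log2 fold change within 1. Of the 100 genes, 22 are shorter than 300 bp, and 16 of these were higher. Among genes with enough reads, the largest log2 fold changes were those of *ydiZ*, *yjjZ*, *csgE*, *cusB* and *hdeD*. *ydiZ* had 298 ± 44.8 TPM in wild type (SD, n = 2) and 70.1 ± 2.05 TPM in the deletion, a log2 fold change of −2.07 (limma, adjusted p = 4.24e-07). It was differentially expressed and lower in 5 of the 6 deletion strains, and against the mean of the other 5 strains its log2 fold change was −0.86. *yjjZ* (b4567), also differentially expressed and lower in 5 strains, changed by −2.05 against wild type and by −0.36 against the other strains (limma, adjusted p = 0.000122 and 0.177). The curli assembly gene *csgE* (b1039) changed by −1.92 and *cusB* (b0574), of the copper efflux system, by 1.84 (limma, adjusted p = 2.30e-05 and 0.000165). *cusB* was also differentially expressed in the *ybcM* deletion, where it was higher, and in 3 other deletion strains, where it was lower.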

To determine the relative location between YidZ binding *in vivo* and RNA polymerase, we integrated YidZ binding with the previous ChIP-exo data of RpoB and σ^70^. Among 27 YidZ intergenic bindings, we identified 12 binding sites at the promoters in the presence of core RNAP and σ^70^, 9 binding sites at the promoters in the presence of core RNAP, and 6 binding sites at the promoters in the absence of core RNAP and σ^70^ (Supplementary Figure S5B). Of the 91 intragenic binding sites, 34 are located inside the genes in the presence of core RNAP at the promoter DNA; the remaining 57 binding sites are in the absence of core RNAP at the promoters.

Finally, to explore the regulatory roles of YidZ, we compared the gene expression profile between the wild-type strain and the *yidZ* knockout strain using RNA-seq. With the deletion, we found that 19 of the 118 target genes were differentially expressed, indicating these genes are directly regulated by YidZ as a major regulator. 

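Of the 118 genes that Dataset S4 lists as nearest to a YidZ binding site, 114 were among the genes tested. Of these, 10 were differentially expressed in the *yidZ* deletion, 4 higher and 6 lower. The share of differentially expressed genes among all genes would give 2.68 (two-sided Fisher's exact test across genes, odds ratio 4.32, p = 0.000297, adjusted p = 0.000891 over the 6 factors tested). Genes are not independent replicates, so this test describes these libraries. Random gene sets of the same size, matched on expression, held a median of 3, and 4 of 10000 held as many. Without a fold-change threshold the overlap was 40, and with only the sites marked as bound by RNA polymerase it was 1. Compared with the mean of the other 5 deletion strains, 3 targets were, fewer than the 3.54 that the share among all genes would give. The lower targets were *clsB* (−1.09), *yehX* (−1.16), *tktB* (−1.17), *nrdI* (−1.18), *mdtF* (−1.13) and *aidB* (−1.17), in log2 fold change. Re-centred on the median fold change, *clsB* stood at −0.97. Without *yidZ* deletion replicate 1, *yehX* stood at −0.80. The higher targets were *lpp* (1.51), *rpsU* (1.60), *rbsD* (1.60) and *fimI* (1.58). Without wild-type replicate 1, *lpp* stood at 0.44, *rpsU* at 0.55 and *rbsD* at 0.79, all under the fold-change threshold. Against the other 5 strains the log2 fold change of *lpp* was −0.36, that of *rpsU* 0.06, that of *rbsD* −0.18 and that of *fimI* 0.19. Of the lower targets, *tktB* (−1.22) and *aidB* (−1.28) kept the threshold in that comparison, and the 4 others lay between −0.94 and −0.60. At an adjusted p-value under 0.01, 7 targets were counted. From the genes that were both bound and changed after the deletion, the paper concludes that YidZ regulates them directly.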

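Among the acid stress genes, the largest change was that of *hdeD* (b3511), with 402 ± 2.83 TPM in wild type (SD, n = 2) and 116 ± 4.05 TPM in the *yidZ* deletion, a log2 fold change of −1.79 (limma, adjusted p = 3.78e-08). *gadB* (b1493) had 590.5 ± 40.9 TPM in wild type and 186 ± 0.127 TPM in the deletion, a log2 fold change of −1.66 (limma, adjusted p = 7.08e-09). The changes of the 5 others were −1.62 for *gadA*, −1.43 for *gadC*, −1.39 for *hdeA*, −1.51 for *hdeB* and −1.43 for *yhiD*, each with both deletion libraries below both wild-type libraries. The 7 genes stayed past the fold-change threshold with any 1 library left out. With the other 5 deletion strains as reference, *yhiD* changed by −0.79, less than the threshold, and the other 6 genes stayed past it. In the maltose system, *malM* (b4037) rose from 16.4 ± 1.07 to 32.9 ± 2.57 TPM and *malE* (b4034) from 53.5 ± 1.76 to 101 ± 0.716 TPM. Their log2 fold changes of 0.96 and 0.90 had an adjusted p-value of 0.000373 and 9.59e-05 (limma) but lay under the fold-change threshold. *malX* (b1621), with 4.16 ± 0.0145 TPM in wild type, rose by 0.76 (limma, adjusted p = 0.0376), also under it. Re-centred on the median fold change, *malM* (1.09) and *malE* (1.03) passed both thresholds, and so did *malM* with 0.1 TPM added in place of 1.

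**Figure D1:**
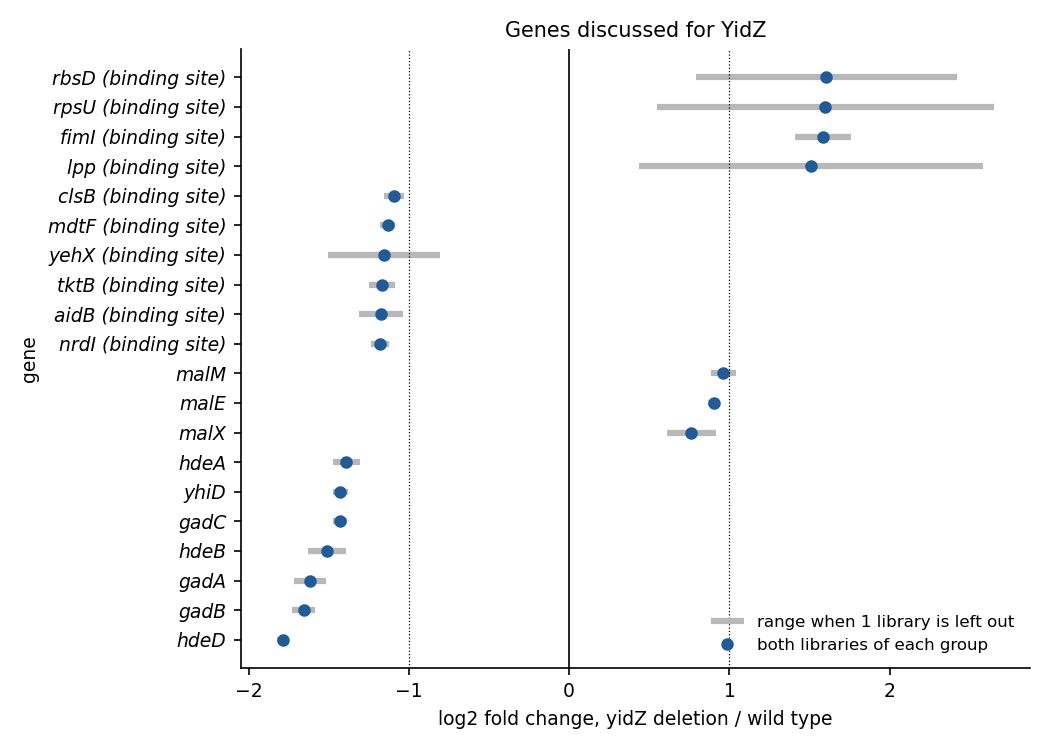
Log2 fold change in the *yidZ* deletion against wild type (x axis) for the acid stress and maltose genes and for the YidZ targets past both thresholds (y axis). Points use both libraries of each group, bars span the values with any 1 library left out, and dotted lines mark a log2 fold change of 1 in either direction; the bars of *lpp* and *rpsU* are the widest.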

Genes/operons associated with acid stress and amino acid transport and metabolism (*gadA*, *gadBC*, *hdeD*, *hdeAB-yhiD*) were down-regulated, while genes involved in carbohydrate transport and metabolism (*rbsD*, *malM*, *malE*, *malX*) were up-regulated (Figure 3B, Dataset S6). 

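The other 104 tested genes nearest to a YidZ binding site had log2 fold changes between −0.92 and 1.08 in the *yidZ* deletion. For 86 of them the change was under 0.5 in either direction, and the median size was 0.24. The adjusted p-value from limma was under 0.05 for 30 of these genes, which fell short of the fold-change threshold. Of all 114 tested targets, 28 had a mean count under 50.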

The remaining target genes from ChIP-exo were not differentially expressed after the deletion of *yidZ*.

Overall, we observed two notable features of the YidZ binding profile. First, YidZ has a large number of binding sites, with 77% (91/118) located within the coding regions and 23% (27/118) located within the intergenic regions. 

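Functional classes were counted for the 61 genes that were differentially expressed here and are listed for the *yidZ* deletion in Dataset S6, with the classes given there. They fall into 16 classes of known function. No function is known for 24 genes (39.3%), 6 higher and 18 lower in the deletion. The largest known classes were amino acid transport and metabolism with 5 genes, all lower, and cell wall, membrane and envelope biogenesis with 5 genes, 4 of them higher. Carbohydrate transport and metabolism held 4 genes, 3 of them lower, and inorganic ion transport and metabolism 4, with 2 in each direction. No enrichment was computed, since the classes were given only for differentially expressed genes.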

Second, YidZ is associated with diverse gene functions, based on Clusters of Orthologous Groups (COGs) annotations of differentially expressed genes (DEGs) (19) (Figure 3C). However, we did not find any significantly enriched COGs (*P* < 0.01), indicating that genes directly or indirectly regulated by YidZ are not, as a group, strongly associated with any specific function(s).

#### A local regulator (type II), YfeC

We identified 50 YfeC binding sites in *E. coli* K-12 MG1655 (Figure 4A) and then enriched the sequence motif of YfeC (*E*-value = 7.1e−10, Figure 2C). The consensus DNA binding sequence showed that the TFBSs of YfeC enclose TTC-rich inverted repeats separated by 6-nt. It is likely that YfeC can form the homodimer in the cell as inferred from SWISS-MODEL (Supplementary Figure S12, Table S2).

**Figure 4.**
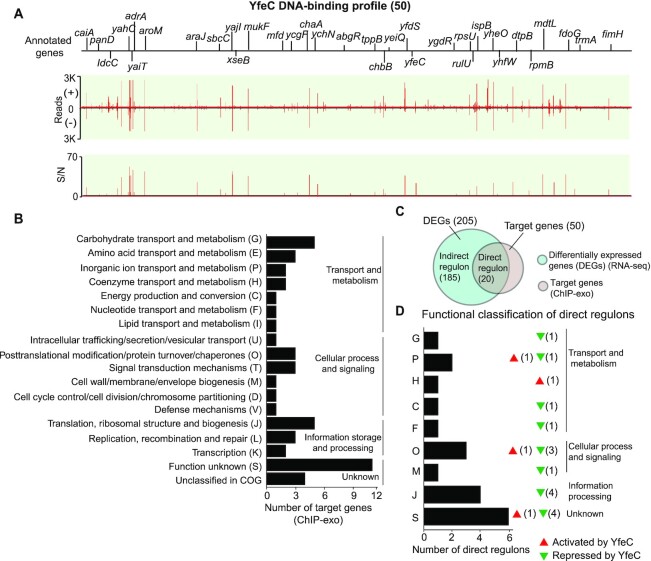
Using YfeC as an example to illustrate type II local regulators. (**A**) An overview of YfeC binding profile across *E. coli* K-12 MG1655 genome. 40% (20/50) of binding sites are located within the coding region while the remaining 60% (30/50) are located within the regulatory region. S/N denotes signal-to-noise ratio. (+) and (−) indicate reads mapped on forward and reverse strands, respectively. (**B**) Functional classification of target genes from YfeC binding sites. The enriched functions are in three groups: transport and metabolism, cellular process/signaling, and transcription/translation. (**C**) Comparison of ChIP-exo results and gene expression profiles to distinguish direct and indirect YfeC regulons under the test conditions. (**D**) Functional classification of genes directly regulated by YfeC. One-letter abbreviations for the functional categories are the same as those in panel B. Red triangles represent activation by YfeC. Green triangles represent repression by YfeC. The number behind the triangle represents the number of direct regulon genes.

Functional classification showed that 50 YfeC binding sites are involved in various functional groups, from DNA replication, transcription, translation, to cell envelope biogenesis (Figure 4B). 

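The deleted gene *yfeC* (b2398) was listed at 0 and 1.48 TPM in the *yfeC* deletion and at 25.5 to 61.2 TPM elsewhere. Of the other genes, 286 were differentially expressed, 161 higher and 125 lower than in wild type. In each of them both deletion libraries lay on the same side of both wild-type libraries. Genes under 300 bp made up 126 of the 286, and 120 of these were higher. With a mean count of at least 50 required, 152 genes were counted. When the other 5 deletion strains replaced wild type, the count was 53, of which 45 are among the 286.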

To identify genes directly regulated by YfeC, we compared the gene expression profile between the wild-type strain and the *yfeC* knockout strain using RNA-seq, and found that 124 genes were up-regulated and 81 genes were down-regulated in the *yfeC* knockout strain, indicating that YfeC might be a dual regulator in *E. coli* K-12 MG1655 (Figure 4C, Supplementary Figure S13). Combining YfeC ChIP-exo results with the transcriptomic data, we found that 40% (20 of 50) of the genes with YfeC binding were differentially expressed, suggesting that these 20 genes are directly regulated by YfeC (Figure 4C, Supplementary Table S3). Of these 20 genes, 80% (16 of 20) are repressed by YfeC (Figure 4D). These data confirm that the regulation of YfeC is involved in various functional groups, such as nutrient transport and metabolism (*chaB*, *ychO*, *panD*), translation (*rpmH, rpmB*, *rpsU*), post-translational modification (*grxC*, *pqqL*, *hybE*), and cell envelope (*lpp*).

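Of 50 genes listed in Dataset S4 as nearest to a YfeC binding site, 48 were tested, and 13 of these were differentially expressed in the *yfeC* deletion. All genes taken together would give 3.23 (two-sided Fisher's exact test across genes, odds ratio 5.34, p = 1.01e-05, adjusted p = 6.07e-05). In random sets matched on expression the median was 3, and no set held as many. Among the sites marked as bound by RNA polymerase, 2 targets were differentially expressed. Short genes account for 8 of the 13. Among genes of at least 300 bp, 5 targets were differentially expressed (Fisher's exact test, p = 0.0160), and with the gene-length trend removed 7 targets were (p = 0.0153). Without wild-type replicate 1, 9 of the 13 stayed past the fold-change threshold. In the *ydhB* deletion, where *yfeC* is present, 13 of the 48 YfeC targets were differentially expressed (Fisher's exact test, p = 7.40e-06, adjusted p = 0.000152 over 30 pairs of factor and strain), and 12 of them are among those of the *yfeC* deletion. Against the mean of the other 5 deletion strains, which include the *ydhB* deletion, 2 targets were differentially expressed. The 35 other targets changed by −0.88 to 0.76 on the log2 scale, and 12 of them had an adjusted p-value under 0.05 (limma). From the genes that were bound by YfeC and changed after its deletion, the paper proposes that they are directly regulated by YfeC.

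**Figure D2:**
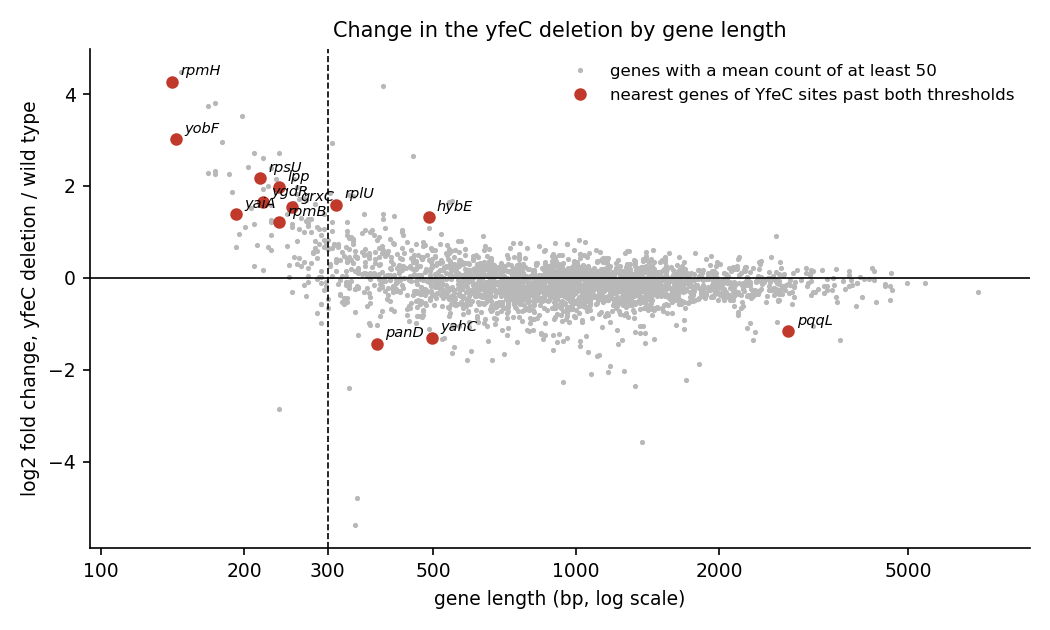
Log2 fold change in the *yfeC* deletion against wild type (y axis) by gene length in bp (x axis, log scale) for genes with a mean count of at least 50 (grey). The 13 targets past both thresholds are named in red, and 8 of them lie left of the dashed line at 300 bp.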

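Supplementary Table 3 lists 20 transcription units with a locus and a fold change each. For 5 units this fold change belongs in Dataset S6 to another gene of the unit than the listed locus, and that gene (*ihfB*, *chaB*, *ychO*, *fdoI* or *osmE*) was taken. Of the 20 genes chosen in this way, 18 were differentially expressed in the *yfeC* deletion. At the listed loci 14 of 20 were, since *cmk* (0.24), *chaA* (−0.56), *ychN* (0.074), *fdoG* (0.22) and *chbB* (0.21) stayed under the fold-change threshold, 3 of them with an unadjusted p-value under 0.05. Among the chosen genes the direction was upward in 16 and downward in 4 of the 20, and each gene kept its direction against either wild-type library alone. The higher genes rose by 0.91 to 4.27 on the log2 scale, and the lower ones changed by −1.94 to −1.16. *fdoI* (b3892) and *fimD* (b4317) rose by 0.91 and 0.91, with adjusted p-values of 0.0306 and 5.67e-05 (limma), and stayed under the fold-change threshold. Of the 16 higher genes, 10 are shorter than 300 bp. Without wild-type replicate 1, 12 of the 20 genes had a log2 fold change of at least 1 in either direction, and without wild-type replicate 2, 19 had. In the *ydhB* deletion 19 of the 20 genes changed in the same direction against wild type, and 15 were differentially expressed there. A direct comparison of the *yfeC* and *ydhB* deletions passed both thresholds for *yfeD* (b2399) alone, which was higher in the *yfeC* deletion by 4.78 (limma, adjusted p = 5.93e-09). For *ychO* and *fimD* the 2 strains differed by less than the fold-change threshold, with an adjusted p-value of 0.00419 and 0.0147.

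**Figure D3:**
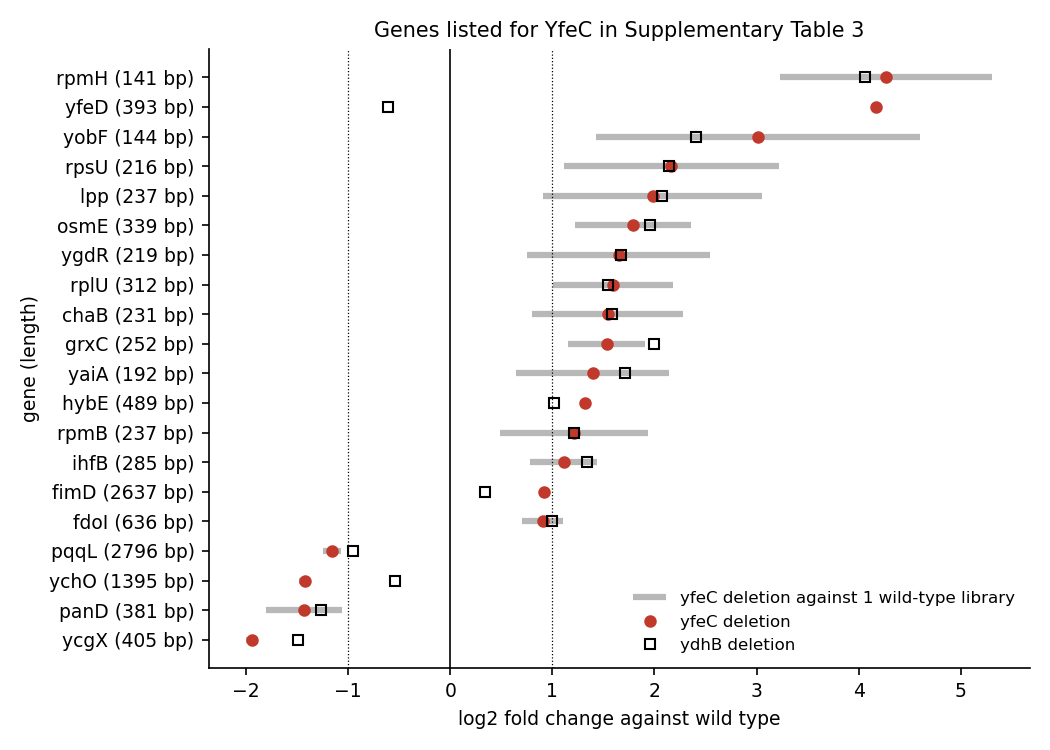
Log2 fold change against wild type (x axis) of the 20 genes chosen for the units of Supplementary Table 3 (y axis, with gene length) in the *yfeC* deletion (red points) and the *ydhB* deletion (open squares). Grey bars span the *yfeC* values against each single wild-type library, and dotted lines mark a log2 fold change of 1 in either direction; *yfeD* is the gene where points and squares lie farthest apart.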

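In the *yfeC* deletion *chaB* (b1217) had 31.8 ± 0.387 TPM against 11.8 ± 8.55 TPM in wild type (SD, n = 2), a log2 fold change of 1.54 (limma, adjusted p = 0.0285). *ychO* (b1220) and *panD* (b0131) were lower, at −1.43 and −1.43 (limma, adjusted p = 1.75e-05 and 0.00150). Among the genes of translation, *rpmH* (b3703) rose from 4.66 ± 4.94 to 86.7 ± 23.0 TPM, by 4.27 on the log2 scale (limma, adjusted p = 0.00181), from 1 and 7 reads in the wild-type libraries. *rpmB* (b3637) rose by 1.21 and *rpsU* (b3065) by 2.17. In post-translational modification, *grxC* (b3610) and *hybE* (b2992) were higher, by 1.53 and 1.32, and *pqqL* (b1494) was lower, at −1.16. The lipoprotein gene *lpp* (b1677) rose from 6756 ± 6029 to 20817 ± 3148 TPM, by 1.98 on the log2 scale (limma, adjusted p = 0.00793). Against wild-type replicate 2 alone, *chaB* (0.80), *rpmB* (0.48) and *lpp* (0.91) fell under the fold-change threshold, while *rpmH* stood at 3.23, *rpsU* at 1.12 and *grxC* at 1.15. With the gene-length trend removed, *chaB* (0.66), *rpmB* (0.37) and *grxC* (0.80) were under it. Against the mean of the other 5 deletion strains, *rpmH* (2.72), *panD* (−1.01) and *chaB* (1.05) kept a log2 fold change of at least 1 in either direction, although *chaB* had an adjusted p-value of 0.0747 (limma), and *ychO* stood just under it at −0.999. The others lay between −0.90 and 0.75 in that comparison. All of these genes except *ychO* and *pqqL* were also differentially expressed in the *ydhB* deletion.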

A previous study reported that single-gene deletion strains for genes *rna*, *hns*, *nlpI*, *rfaD* and *yfeC* altered eDNA production in *E. coli*. These mutations were related to general cellular processes, such as transcription (*rna*, *hns*), lipid transport (*nlpI*), cell envelope (*rfaD*), and unknown function (*yfeC*) (39). These results suggest that the *yfeC* gene is associated with the mutant phenotype-eDNA production in *E. coli*. Furthermore, although the underlying mechanisms remain unknown, the study hints that eDNA release might be related to multiple cellular processes rather than a single biological pathway. At this point there is no detailed molecular study to determine the mechanism of eDNA release regulated by YfeC in *E. coli*. Designing such a study may serve as the context for future work.

#### A local regulator (Type II), YciT

YciT was annotated as a DeoR-type putative transcription factor via the Hidden Markov Model. However, its *in vivo* DNA binding affinity had not been reported. Here, we identified 49 binding sites of YciT in *E. coli* K-12 MG1655 (Figure 5A), and then enriched the sequence motif of YciT binding sites (*E*-value = 1.8e−37, Figure 2C). To predict the putative functions of YciT, we assessed YciT binding sites and the functions of corresponding target genes. We found 47% (23 out of 49) of binding sites located within regulatory regions, indicating that these binding events may modulate target genes. Among these 23 binding sites, three target genes encode proteins involved in sugar metabolism, including sugar phosphatase (*ybiV*), a putative pyruvate formate-lyase activating enzyme (*ybiY*), and fructose-6-phosphate aldolase1 (*fsaA*) (Figure 5B). Some of the other genes encode products involved in membrane components, such as moderate conductance mechanosensitive channel YbiO (*ybiO*) (Figure 5C), copper/silver export system periplasmic binding protein (*cusF*), and outer membrane protein X (*ompX*). The remaining genes (such as *ykfC*, *ycaP*, *ydbD* and *yfdQ*) are of unknown function.

**Figure 5.**
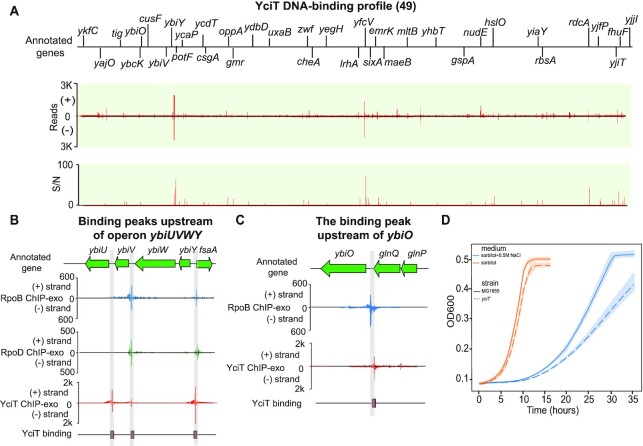
Using YciT as an example to illustrate type II local regulators. (**A**) An overview of YciT binding profile across *E. coli* K-12 MG1655 genome. S/N denotes signal-to-noise ratio. (+) and (−) indicate reads mapped on forward and reverse strands, respectively. (**B**) YciT binding peaks located upstream of operon *ybiUVWY* and gene *fsaA*. (**C**) The binding peak located upstream of gene *ybiO*. (**D**) Growth profiles of the wild type and *yciT* deletion strains in the absence and presence of 0.5 M NaCl in M9 minimal medium with 0.2% (w/v) sorbitol as the sole carbon source. Width of shaded bands represents standard deviation of the corresponding growth trajectory.

To confirm the regulation by YciT for these genes, we analyzed the transcriptomic data of the wild type and *yciT* deletion strain. It was found that target genes involved in metabolic pathways (*ybiV*, *ybiY*, *fsaA)* and membrane components (*cusF*) were indeed differentially expressed upon the deletion of the *yciT* gene (Supplementary Figure S14), indicating that YciT may participate in the control of the metabolic pathways and/or osmotic stress in *E. coli* K-12 MG1655.

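In wild type *ybiV* (b0822) had 189.5 ± 6.11 TPM (SD, n = 2), and in the *yciT* deletion it had 841 ± 3.18 TPM, a log2 fold change of 2.14 (limma, adjusted p = 2.41e-09). *ybiY* (b0824) had 1 recovered read in each wild-type library and 37.9 ± 3.95 TPM in the deletion, which makes it at least 68.4-fold higher when wild type is set at the floor of 3 reads (limma on log2(TPM + 1), adjusted p = 2.39e-06). *fsaA* (b0825) rose from 23.7 ± 2.04 to 78.9 ± 4.09 TPM, by 1.69 on the log2 scale (limma, adjusted p = 0.000135). Dataset S4 gives the locus b0572 for the YciT site and calls it *cusF*, while the RefSeq annotation names b0572 *cusC* and b0573 *cusF*. *cusF* fell from 33.7 ± 3.39 to 6.56 ± 0.557 TPM and *cusC* from 44.6 ± 5.19 to 7.72 ± 0.157 TPM, log2 fold changes of −2.20 and −2.38 (limma, adjusted p = 1.19e-05 and 0.000499). Both were also lower in the *yfeC*, *ydhB* and *ynfL* deletions and higher in the *yidZ* and *ybcM* deletions. These 5 genes kept their direction with any 1 library left out and against the mean of the other 5 deletion strains. Of the 49 tested genes nearest to a YciT site, 4 were differentially expressed, namely *ybiV*, *ybiY*, *cusC* and *bsmA*. At the rate of all genes 0.865 would be met (two-sided Fisher's exact test across genes, odds ratio 5.17, p = 0.0104, adjusted p = 0.0209 over the 6 factors tested). Adjusted over 30 pairs of factor and strain, the p-value of this Fisher's exact test was 0.0626. *bsmA* (b4189) rose by 1.30, and by 0.92 without wild-type replicate 1. It was differentially expressed and higher in 5 deletion strains, and against the mean of the other 5 it changed by −0.31. With no fold-change threshold 11 targets were counted (Fisher's exact test, p = 0.249), and with a mean count of at least 50 required, 2 (p = 0.0646). Among the 13 targets at sites marked as bound by RNA polymerase, 0 were differentially expressed, and 5 had an unadjusted p-value under 0.05. The membrane protein genes *ybiO* and *ompX* changed by 0.02 and 0.24, and *ykfC*, *ycaP*, *ydbD* and *yfdQ* by 0.09, −0.15, 0.20 and −0.11, of which *ompX* alone had an adjusted p-value under 0.05 (0.0475, limma). Set against the other 5 deletion strains, *ompX* changed by −0.27, and *ybiO*, *ykfC*, *ycaP* and *yfdQ* changed direction when some single library was left out. From the targets that changed after the deletion, the paper proposes that YciT takes part in controlling metabolic pathways, osmotic stress or both.

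**Figure D4:**
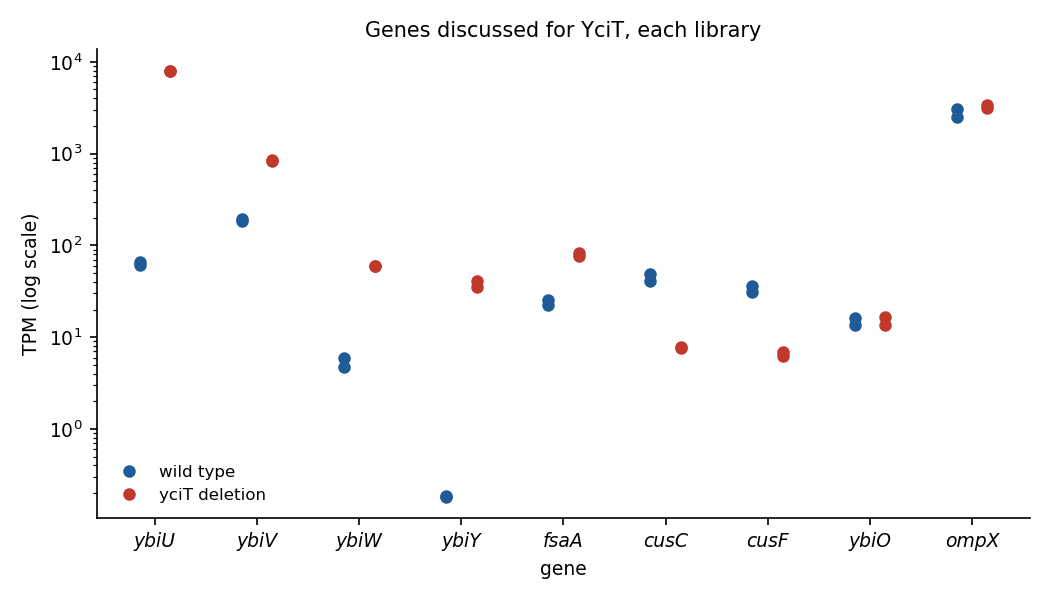
TPM on a log scale (y axis) of genes discussed for YciT (x axis) in the 2 wild-type libraries (blue) and the 2 *yciT* deletion libraries (red), a point for each library. *ybiU* to *fsaA* lie higher in the deletion, *cusC* and *cusF* lower, and the points of *ybiO* overlap.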

To test these hypotheses, we evaluated the impact of *yciT* deletion on the growth of *E. coli* in M9 minimal media containing different carbon sources (glucose, fructose, sorbitol), and found that the deletion of the *yciT* gene did not reveal significant growth deficiencies compared to the wild type strain. However, the final OD_600_ of the *yciT* deletion strain at the stationary phase was slightly lower than the wild type strain (Supplementary Figure S15). Since the physiological roles of enzymes (YbiV, YbiY, and FsaA) regulated by YciT are not yet fully understood, little is known about the impact of YciT on the metabolic pathways.

Furthermore, we assessed the effects of osmotic stress on *E. coli* grown in M9 minimal medium with sorbitol as the sole carbon source (Figure 5D). We found osmotic stress induced growth retardation in the wild type and *yciT* deletion strains. Specifically, high osmolarity resulted in impaired growth and slowed the growth rate of the *yciT* deletion strain. Thus, we demonstrated that YciT is involved in the control of osmolarity in *E. coli* K-12 MG1655.

#### A local regulator (type II), YbcM

The *ybcM* gene was found by screening genes whose products protect *E. coli* from lethal effects of stresses (40). But there are no *in vivo* assays to confirm its DNA binding affinity. To determine the binding sites, the ChIP-exo experiment for YbcM was conducted under oxidative stress. We identified 12 binding sites in *E. coli* K-12 MG1655 (Figure 6A). 92% (11/12) of the binding sites are located upstream of target genes. We found one binding site located upstream of operon *ybcLM*, indicating its autoregulation (Figure 6B). The gene *ybcL* encodes the periplasmic protein YbcL, and has sequence and structural similarity to rat/human RKIP (Raf kinase inhibitor protein), which modulates signal transduction pathways (41).

**Figure 6.**
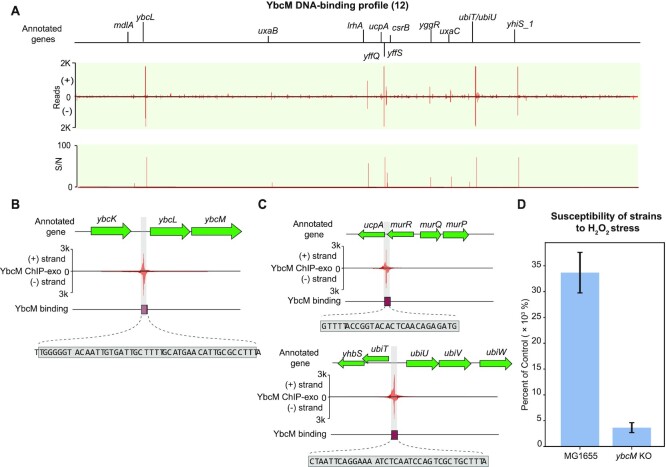
Using YbcM as an example to illustrate type II local regulators. (**A**) An overview of YbcM binding profile across *E. coli* K-12 MG1655 genome. S/N denotes signal-to-noise ratio. (+) and (−) indicate reads mapped on forward and reverse strands, respectively. (**B**) In-depth mapping of the YbcM binding site explains how YbcM interacts with the upstream region of operon *ybcLM*. The rectangle denotes the sequence recognized by YbcM. (**C**) A zoom-in of YbcM binding peaks upstream of genes *ucpA* and *ubiT*. (**D**) Susceptibility of the wild type and *ybcM* deletion strains under oxidative stress. Both the wild type and *ybcM* deletion strains (mid-log phase cells) were treated with 60 mM H_2_O_2_ for 15 min. The sensitivity of cells to the lethal effects was expressed as percent survival of treated cells relative to that of untreated cells determined at the time of treatment. The survival rate of the wild type strain was 8-fold higher than that of the *ybcM* deletion strain.

To predict the functions of YbcM, we examined 12 binding sites and their functions, and found that there are two important binding sites involved in stress response. The first was located upstream of the gene *ucpA*, encoding the oxidoreductase UcpA (Figure 6C, upper panel). Overexpression of *ucpA* in plasmids was previously shown to lead to improved tolerance to furan (42), a chemical likely generating oxidative stress. The other divergent binding site was located between operons *ubiT-yhbS* and *ubiUV* (Figure 6C, bottom panel). Here, the *ubiT* gene encodes anaerobic ubiquinone biosynthesis accessory factor UbiT, *yhbS* encodes putative N-acetyltransferase YhbS, and *ubiUV* encodes ubiquinone biosynthesis complex UbiUV. Another gene, *ubiW*, near the operon *ubiUV*, encodes putative luciferase-like monooxygenase. We also identified a consensus YbcM binding motif in the regulatory region of these target genes (Supplementary Figure S4). Taken together, this data suggests that YbcM is a regulator responsible for the oxidative stress response in *E. coli* K-12 MG1655.

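RNA-seq of the *ybcM* deletion gives the expression of the genes beside these binding sites. *ucpA* (b2426) rose from 70.0 ± 0.836 TPM in wild type to 119 ± 2.81 TPM in the deletion (SD, n = 2), by 0.75 on the log2 scale (limma, adjusted p = 4.17e-06). *ubiT* (b3157) rose by 0.67 and *yhbS* (b3156) by 0.96 (limma, adjusted p = 1.91e-05 and 0.000162). These changes lay under the fold-change threshold, which *ucpA* (1.02) and *yhbS* (1.22) passed once re-centred on the median fold change. Without wild-type replicate 1 *yhbS* stood at 0.70 and without wild-type replicate 2 at 1.21. *ubiU* (b3158), with 4 and 8 reads in wild type, rose from 0.997 ± 0.467 to 17.0 ± 1.04 TPM, by 3.19, and *ubiV* (b3159) rose by 0.90 (limma, adjusted p = 2.06e-06 and 0.0589). Re-centred, *ubiV* rose by 1.16 and passed both thresholds. It had 12 and 25 reads in wild type, and stood at 0.50 without wild-type replicate 1 and at 1.30 without wild-type replicate 2. *ybcL* (b0545), whose operon holds the deleted gene, changed by −0.42 against wild type and by −0.02 against the mean of the other 5 deletion strains (limma, adjusted p = 0.0462 and 0.915). In that comparison the 5 other genes stayed higher, by 0.56 to 2.84. A list of 20 low oxygen genes, drawn up after their changes were seen, had a median log2 fold change of 1.47 in this deletion. Of these, 13 were differentially expressed and higher. The paper describes UbiT as an anaerobic factor. Less oxygen in the cultures and the loss of YbcM therefore both stay open as causes of the rise near these sites. Dataset S4 names 12 nearest genes, of which 10 were tested. Of these, 0 were differentially expressed and 4 had an unadjusted p-value under 0.05 (Fisher's exact test across genes, p = 0.375, adjusted p = 0.450), where 1.40 would be met at the rate of all genes. From the functions of the genes near the sites, the paper proposes a role of YbcM in oxidative stress.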

To confirm YbcM’s physiological role, the survival rate of the wild type and *ybcM* deletion strains were compared under oxidative stress conditions (Figure 6D). The survival rate of the wild type strain was 8-fold higher than the *ybcM* deletion strain after 15 min 60 mM H_2_O_2_ treatment. This observation confirms the involvement of YbcM in the reactive oxygen species (ROS) stress response.

#### A single-target regulator (type III), YgbI

In this study, we identified a single divergent binding site between the *ygbI* and *ygbJ* genes, indicating the autoregulation of *ygbI* (Figure 7A). We also found that this binding site overlaps the promoter region of the gene *ygbJ*. This observation strongly suggested that the overlap competes with the RNAP binding site, repressing the expression of downstream genes (*ygbJ*, *ygbK*).

**Figure 7.**
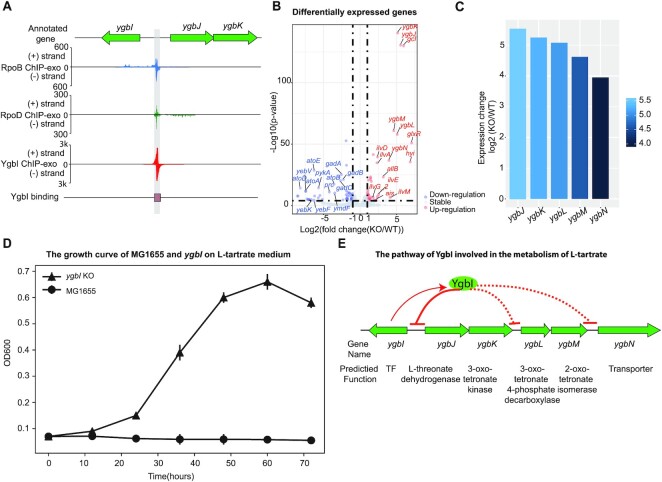
Using YgbI as an example to illustrate type III single-target regulators. (**A**) A zoom-in mapping of YgbI, RpoB, and RpoD binding events explains how YgbI binds onto the upstream region of operon *ygbJK*, covering the region that RpoB can recognize. Thus, YgbI blocks the transcription initiation of operon *ygbJK* when YgbI is active. (**B**) 113 genes were differentially expressed after deletion of *ygbI* (cut-off value is log_2_ fold-change ≥1, or ≤−1, and adjust *P*-value < 0.05). (**C**) Expression changes for genes in the *ygbI* deletion strain in a set of genes (*ygbJKLMN*) near the binding peak, compared to the wild type strain. (**D**) Growth of *E. coli* K-12 MG1655 and *ygbI* deletion strains on 20 mM l-tartrate medium, dicarboxylic acid. Circle markers represent growth of the wild type strain. Triangle markers represent growth of the *ygbI* deletion strain. (**E**) The proposed mechanism for the regulatory role of YgbI. When YgbI is present (active), it directly represses the promoter of the operon *ygbJK*, and indirectly inhibits the expression of operon *ygbLM* and gene *ygbN*. When gene *ybgI* is knocked out, it leads to de-repression of the operons *ygbJK*, *ygbLM* and *ygbN*.

To examine this assumption about the regulation of YgbI, we compared gene expression profiling between the wild type and the *ygbI* mutant (Figure 7B). The results showed that the expression of a cluster of genes (*ygbJ*, *ygbK*, *ygbL*, *ygbM*, *ybgN*) are upregulated after the deletion of *ygbI* (Figure 7C). This suggests that YgbI regulates the downstream gene cluster (*ygbJKLMN*) as a repressor, which is consistent with the prediction of a regulatory effect.

Previous studies reported that the downstream gene cluster *ygbJKLM* had putative functions in catabolic pathways for acid sugars (43), and hypothesized that the *E. coli* K-12 strain carrying mutations in the *ygbI* gene would provide a growth benefit on the tartrate medium (44). To verify the function of YgbI, the growth profiles of the wild type and the *ygbI* deletion strain were measured in 20 mM l-tartrate medium. Although the wild type strain does not grow on l-tartrate medium, the *ygbI* deletion strain could grow on l-tartrate (Figure 7D). Taking these factors into consideration, the potential pathway that YgbI is involved in was proposed as follows: when YgbI is present and active *in vivo*, it directly binds to the promoter of the operon *ygbJK*, and indirectly inhibits the expression of the genes *ygbLM* and *ygbN*. When the gene *ybgI* is knocked out, it leads to de-repression of operons *ygbJK* and *ygbLM* and the gene *ygbN* (Figure 7E). Based on the putative function of genes (*ygbJKLMN*), we suggest that YgbI is a repressor involved in the catabolic pathway for l-tartrate in *E. coli* K-12 MG1655.

## DISCUSSION

Despite extensive research over many decades focused on the *E. coli* genome, around 35% of its genes are still poorly characterized, including some uncharacterized transcription factors (10,45). Our primary goal in this study was to generate a large data set to further identify DNA-binding proteins from a pool of uncharacterized proteins in *E. coli* K-12 MG1655. We used a systematic approach to validate 34 computationally predicted transcription factors and employed a multiplexed ChIP-exo method to characterize binding sites and classify this experimental evidence for each TF. Next, we compared the binding profiles of the candidate TFs with binding peaks for RNAP holoenzyme, which generated a total of 283 (out of 588 sites) that are likely to regulate a nearby promoter (Dataset S4), and provide a coarse-grained functional prediction. Finally, we inferred the putative functions for ten of these candidate TFs (YidZ, YfeC, YciT, YdhB, YbcM, YneJ, YjhI, YfiE, YgbI, YnfL), and verified the biological roles of the representative TFs with detailed analysis. The implications of our results are below.

First, our study collected a large dataset of 588 TFBSs and expanded the total number of verified TFs in *E. coli* K-12 MG1655, close to the estimated total number of 280 (Supplementary Figure S16). Comparative analysis of binding sites of the TFs and RNAP enables the identification of target genes that are recognized by RNA polymerase complexes. The 283 RNAP binding sites among a total of 588 TFBSs means that almost half of the binding sites are likely to regulate a nearby promoter under the test conditions. Also, the interaction between RNAP and the recognition sequence at the promoter region may change depending upon the test conditions. It is possible that some TFBSs that are not identified by RNAP may be recognized by the RNAP complex under different conditions. Furthermore, discovering all of the TFs is fundamental to fully understanding the key role TRNs play in enabling bacteria to modulate the expression of thousands of genes in response to environmental and genetic perturbations (46). This study has brought us closer to revealing the identity of all the TFs in *E. coli* K-12 MG1655.

Second, we used the definition of TFs reported by Shimada et al., to classify candidate TFs into three groups: type I regulators, type II regulators, and type III single-target regulators (8). This classification was based on the number of genes bound by TFs as determined from the systematic evolution of ligands with exponential enrichment (SELEX) (47). Our rationale for using this classification was twofold: (i) the multiplexed ChIP-exo method employed here offers a similar readout to SELEX (i.e., the number of target genes), allowing for its application in the same context; and (ii) it has a successful track record of assigning annotations (e.g. ‘global’ or ‘local’ regulator) prior to a full understanding of the functions of the validated TFs, helping to guide their future study. Thus, we employed this classification based on the number of target genes shown by genome-wide experiments. We expect that a detailed characterization of these validated TFs will help us develop a comprehensive understanding of transcriptional regulation in *E. coli* K-12 MG1655.

Third, we did not identify binding sites for six of the candidate TFs tested in this study (YgeR, YggD, YjjJ, YfjR, YeeY, YpdC). There may be two reasons for this. The first is the false-positive predictions of candidate TFs due to the limitations of the sequence homology search. Specifically, YgeR has been recently re-annotated as putative lipoprotein involved in septation (48). YggD has been verified as fumarase E (49). Overexpression of YjjJ increases toxic effects in *E. coli*, thus *yjjJ* is likely to be a toxin (50). YfjR is predicted as a putative TF involved in biofilm formation (51), but a recent study that searched for novel TFs involved in biofilm formation has not validated this prediction (30). A second reason for failed prediction is that we may need to test for DNA-binding activity under the active conditions. YeeY and YpdC are annotated as a LysR-type regulator with a C-terminal HTH domain and an AraC-type regulator with a C-terminal HTH domain, respectively (Table 1). Thus they may have regulatory functions under the appropriate growth conditions.

Fourth, while we identified additional TFs with the experimental data, we did not fully decipher mutant phenotypes. For example, we identified YciT as a TF and found that it directly regulated multiple target genes (*fsaA*, *ybiY*, *ybiV*). This result hinted at an uncharacterized pathway composed of genes encoding DUF1479 domain-containing protein (*ybiU*), a sugar phosphatase (*ybiV*), a putative pyruvate formate lyase (PFL) (*ybiW*), a putative pyruvate formate-lyase activating enzyme (PFL-AE) (*ybiY*), and a fructose-6-phosphate aldolase1 (FSA) (*fsaA*) (Supplementary Figure S17). However, these enzymes and their corresponding substrates are rare and have not been identified. Little is known about their physiological roles in *E. coli* K-12 MG1655 (52). These bottlenecks may pose challenges in fully examining mutant phenotypes. Studying these enzymes should provide insight into the biological roles of YciT.

Finally, a collection of TFBSs data sets will lay the foundation for understanding the mechanisms of transcriptional regulation. In this study, we discovered that YfeC regulates multiple cellular processes in *E. coli* K-12 MG1655. Previous studies had not delved into a possible relationship between eDNA release and YfeC. Therefore, we employed a *yfeC* mutant to better understand any possible connections. The common mechanism of eDNA release in bacteria is through membrane vesicles (MVs) secretion (39). Thus eDNA production relies on several biological processes: (i) DNA replication, to produce DNA for secretion (referred to as eDNA); (ii) nutrient transport and metabolism, to generate lipid metabolism for MVs; (iii) energy conversion, to produce energy for the conversion of metabolism and the secretion of MVs; (iv) transcription and translation, to produce the proteins for the assembly of MVs; (v) post-translational modification, protein turnover, and chaperones, to modify and fold the proteins for secretion and (vi) cell wall/envelope biogenesis, to repair the cell wall after the secretion of eDNA (Supplementary Figure S18) (53). As a repressor, YfeC participates in many cellular processes, including lipid metabolism, translation, post-translational modification, and cell wall/envelope biogenesis. Accordingly, these corresponding biological processes are up-regulated after the deletion of *yfeC*. 

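Without a count minimum, the 18 ribosomal protein genes under 300 bp had a median log2 fold change of 2.07 in the *yfeC* deletion, and 14 of them were differentially expressed and higher. The 36 longer ribosomal protein genes had a median of 0.55, with 33 above 0, 7 past both thresholds upward and 1 downward. Among the other genes with a mean count of at least 50, the medians were 0.99 for 89 genes under 300 bp and −0.15 for 2612 longer ones. Without wild-type replicate 1, the median of the short ribosomal protein genes was 0.99 and that of the longer ones 0.45. The median of the other genes under 300 bp then fell to 0.45. In the *ydhB* deletion the medians of the short and the longer ribosomal protein genes, with both wild-type libraries, were 2.03 and 0.49. They were 1.61 and 0.56 in the *ybcM* deletion, and lower in the *yidZ*, *yciT* and *ynfL* deletions. By the classes of Dataset S6, 25 of the 192 genes that are listed there and were differentially expressed here belong to translation, 24 of them higher. Post-translational modification, protein turnover and chaperones held 7 genes, 6 higher, and cell wall, membrane and envelope biogenesis held 15, 2 higher and 13 lower. No gene of the 192 carries the class of lipid transport and metabolism.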

We proposed that the deletion of the *yfeC* gene may hasten these cellular processes, leading to eDNA release. Taken together, this study significantly expands the size of the TFs with experimental evidence, broadening our knowledge of transcriptional regulation in *E. coli* K-12 MG1655.

## DATA AVAILABILITY

The whole dataset of ChIP-exo and RNA-seq has been deposited to GEO with the accession number of GSE159777 and GSE159658, respectively.

## Supplementary Material

gkab735_Supplemental_Files Click here for additional data file.

# Supplementary material for: Unraveling the functions of uncharacterized transcription factors in Escherichia coli using ChIP-exo
**Source:** Nucleic Acids Res. 2021 Aug 24;49(17):9696–710. doi: 10.1093/nar/gkab735
**Supplement:** gkab735_Supplemental_Files

# Unraveling the functions of uncharacterized transcription factors in *Escherichia coli* using ChIP-exo

Ye Gao<sup>1,2</sup>, Hyun Gyu Lim<sup>2</sup>, Hans Verkler<sup>2</sup>, Richard Szubin<sup>2</sup>, Daniel Quach<sup>2</sup>, Irina Rodionova<sup>2</sup>,  
Ke Chen<sup>2</sup>, James T. Yurkovich<sup>2</sup>, Byung-Kwan Cho<sup>3</sup>, Bernhard O. Palsson<sup>2,4,5,6</sup>

**Dataset S1** The strains used in this study

**Dataset S2** The conditions for genome-wide experiments

**Dataset S3** The statistics for ChIP-exo experiments

**Dataset S4** The binding sites of candidate TFs in *E. coli* K-12 MG1655

**Dataset S5** The dataset of gene expression (TPM)

**Dataset S6** The differentially expressed genes of representative candidate TFs in *E. coli* K-12 MG1655

**Dataset S7** The homology analysis of candidate TFs using a library of Hidden Markov models

# Supplementary material

## Deciphering regulatory targets of candidate transcription factors

**Local regulator (type II), YdhB.** We identified 29 binding sites of YdhB in *E. coli* K-12 MG1655. There is one divergent binding peak among them located between genes *ydhB* and *ydhC* (**Supplementary Figure 6**). The gene *ydhB* encodes the putative LysR-type DNA-binding transcriptional regulator. The gene *ydhC* encodes the putative transporter YdhC which has been implicated in arabinose efflux (1). It is likely that YdhB represses transcription from the *ydhC* promoter and also interferes with its own transcription.

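In the *ydhB* deletion *ydhC* (b1660) was lower, with 18.9 ± 0.646 TPM in wild type (SD, n = 2) and 10.3 ± 1.31 TPM in the deletion. The log2 fold change was −0.81 (limma, adjusted p = 0.00417), under the fold-change threshold, with both deletion libraries below both wild-type libraries. It lay between −0.93 and −0.69 with any 1 library left out, and was −0.92 against the mean of the other 5 deletion strains. *ydhC* lies beside the deleted gene, and an effect of the deletion on its neighbour was not ruled out. Among the 27 tested genes nearest to a YdhB binding site, 0 were differentially expressed and 10 had an unadjusted p-value under 0.05. At the rate of all genes 1.77 would be differentially expressed (Fisher's exact test across genes, p = 0.256, adjusted p = 0.384).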

**Local regulator (type II), YneJ.** We identified 8 binding sites of YneJ in *E. coli* K-12 MG1655 (**Supplementary Figure 7**). We found that YneJ directly controls the gene *sad* encoding succinate-semialdehyde dehydrogenase Sad. YneJ binds to the promoter of the operon *sad-yneH-yneG*, repressing gene expression. However, the expression of the operon *sad-yneH-yneG* is activated during putrescine utilization (2). Thus, these results implicate that YneJ is involved in putrescine utilization.

**Local regulator (type II), Yjhl.** We identified 5 binding sites of Yjhl in *E. coli* K-12 MG1655. We observed that Yjhl has a binding site located upstream of operon *yjhIHG* (**Supplementary Figure 8**). The gene *yjhl* encodes the putative DNA-binding transcriptional regulator Yjhl, *yjhH* encodes putative 2-dehydro-3-deoxy-D-pentonate aldolase, and *yjhG* encodes D-xylonate dehydratase. This operon regulates energy

conversion between pyruvate and glycolaldehyde. Thus, we inferred that Yjhl is likely associated with the conversion between pyruvate and glycolaldehyde.

**Local regulator (type II), YfiE.** We identified 4 binding sites of YfiE in *E. coli* K-12 MG1655, and found that YfiE has one divergent binding peak between genes *yfiE* and *eamB* (**Supplementary Figure 9**). The gene *yfiE* encodes the putative LysR-type DNA-binding transcriptional regulator YfiE, and the gene *eamB* encodes the cysteine/O-acetylserine exporter EamB. It is likely that YfiE is in the control of a cysteine and O-acetylserine exporter.

**Singly-target regulator (type III), YnfL.** We identified a single target gene for YnfL in *E. coli* K-12 MG1655. This single binding site was located between the genes *ynfL* and *ynfM* (**Supplementary Figure 10**). The gene *ynfL* encodes the putative DNA-binding regulator, and the gene *ynfM* encodes the putative transporter YnfM. A previous study reported that YnfM is implicated in arabinose efflux (1). Therefore, it is possible that YnfL is a single-target regulator that controls the transporter YnfM that is involved in arabinose efflux.

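*ynfM* (b1596), the gene nearest to the single YnfL site, rose from 36.2 ± 1.99 TPM in wild type (SD, n = 2) to 65.1 ± 5.81 TPM in the *ynfL* deletion, and both deletion libraries lay above both wild-type libraries. The log2 fold change of 0.83 had an adjusted p-value of 0.00172 (limma) and lay under the fold-change threshold, as it did with any 1 library left out (0.74 to 0.92). Against the mean of the other 5 deletion strains it was 0.97. *mlc* (b1594), on the other side of *ynfL*, rose by 0.67 (limma, adjusted p = 0.00210), so that an effect of the deletion on neighbouring genes was not ruled out.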

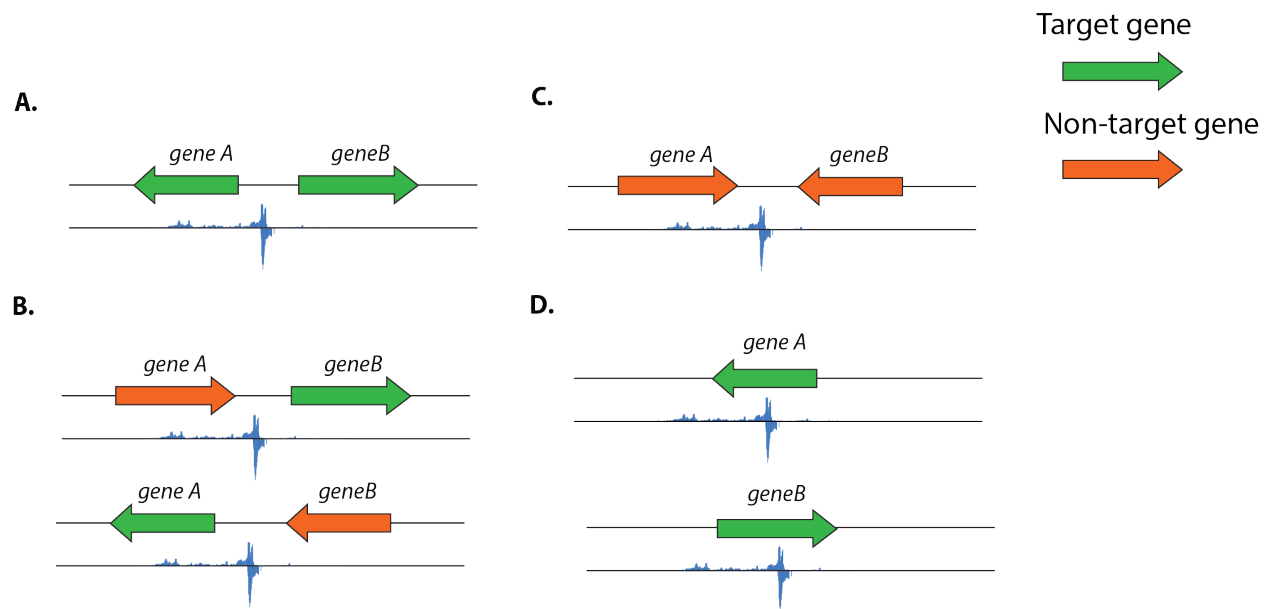

**Supplementary Figure 1 The identification of target genes in peaking calling steps.**

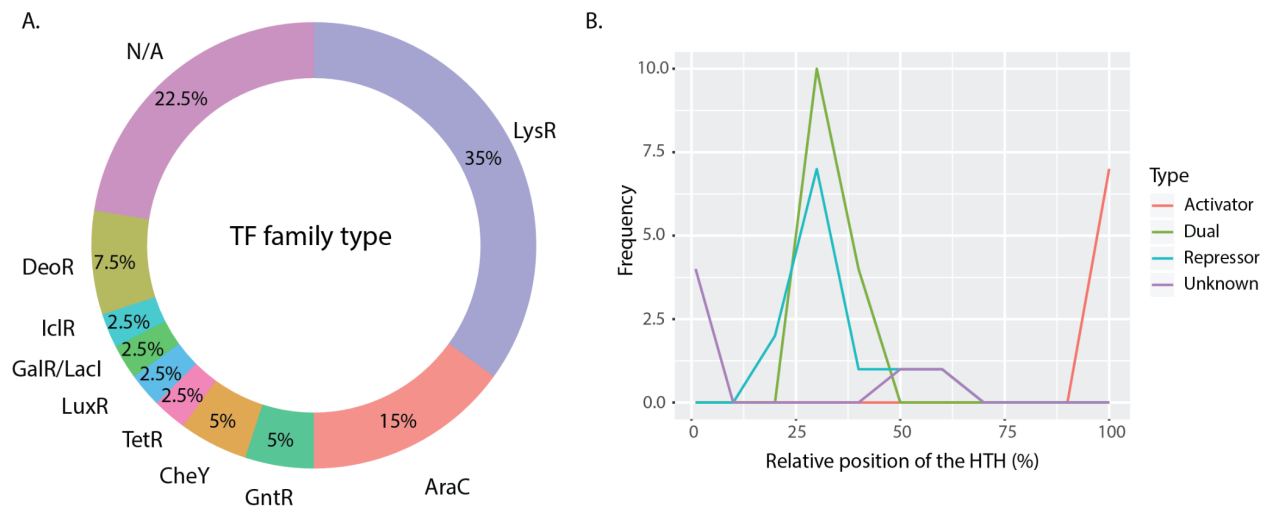

**Supplementary Figure 2 The predicted family type for the 40 candidate TFs.**

(A) The classification of transcription factor family types for 40 candidate TFs. (B) Helix-Turn-Helix (HTH) distribution of 40 candidate TFs analyzed in this study. The distribution of the relative HTH location is shown for different subsets of the collection. On the x-axis, 0% represents the N-terminus and 100% represents the C-terminus of the protein. The y-axis is the number of candidate TFs. The four types of predicted results were colored in the legend. "Unknown" indicates that there is no prediction due to the lack of the information about HTH domain in the protein.

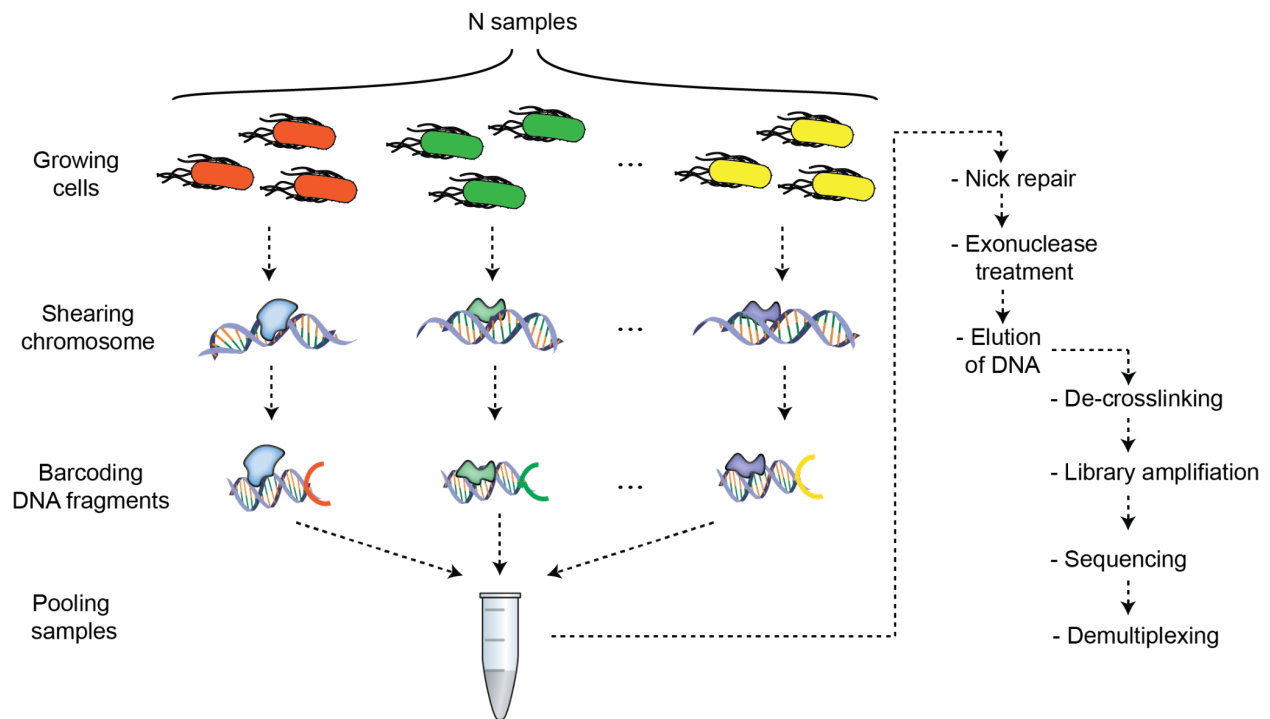

**Supplementary Figure 3 The workflow of a multiplexed ChIP-exo system.**

Cell cultures are crosslinked using formaldehyde. The complex (DNA bound to each candidate TF) is then extracted and fragmented using a sonicator. Sheared DNA fragments are immuno-precipitated with an antibody against the myc-epitope. After ligation of the first adapter with specific indices, N fragmented samples have distinct indices for each other. They can then be pooled and processed together (on-bead enzymatic reactions of the ChIP-exo method). The whole process can be repeated M times to generate  $N \times M$  libraries. DNA recovered from the ChIP material can be directly amplified by PCR and deep-sequencing by Illumina next-generation sequencing technology.

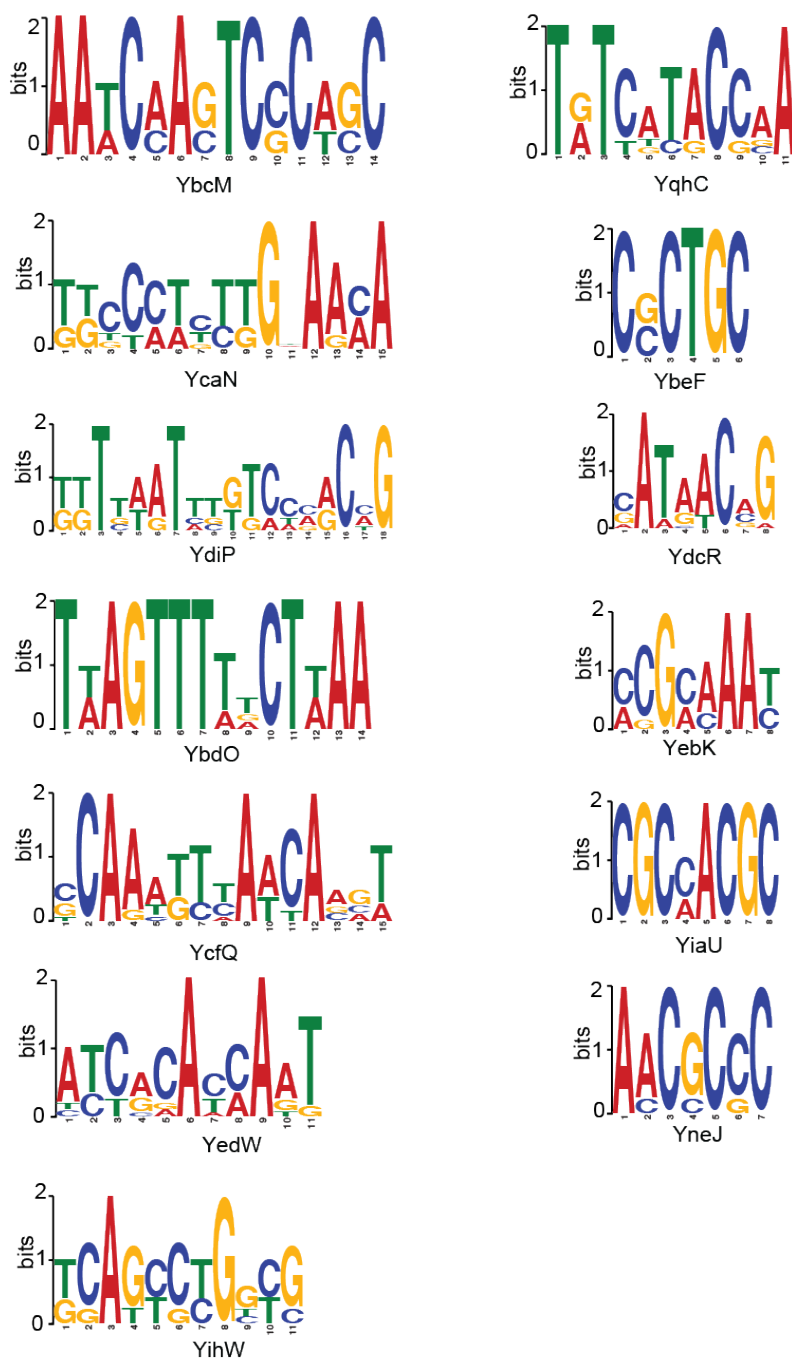

#### Supplementary Figure 4 The sequence motifs for candidate TFs.

The height of the letters (in bits on the y-axis) represents the degree of conservation at a given position within the aligned sequence set, with perfect conservation being 2 bits.

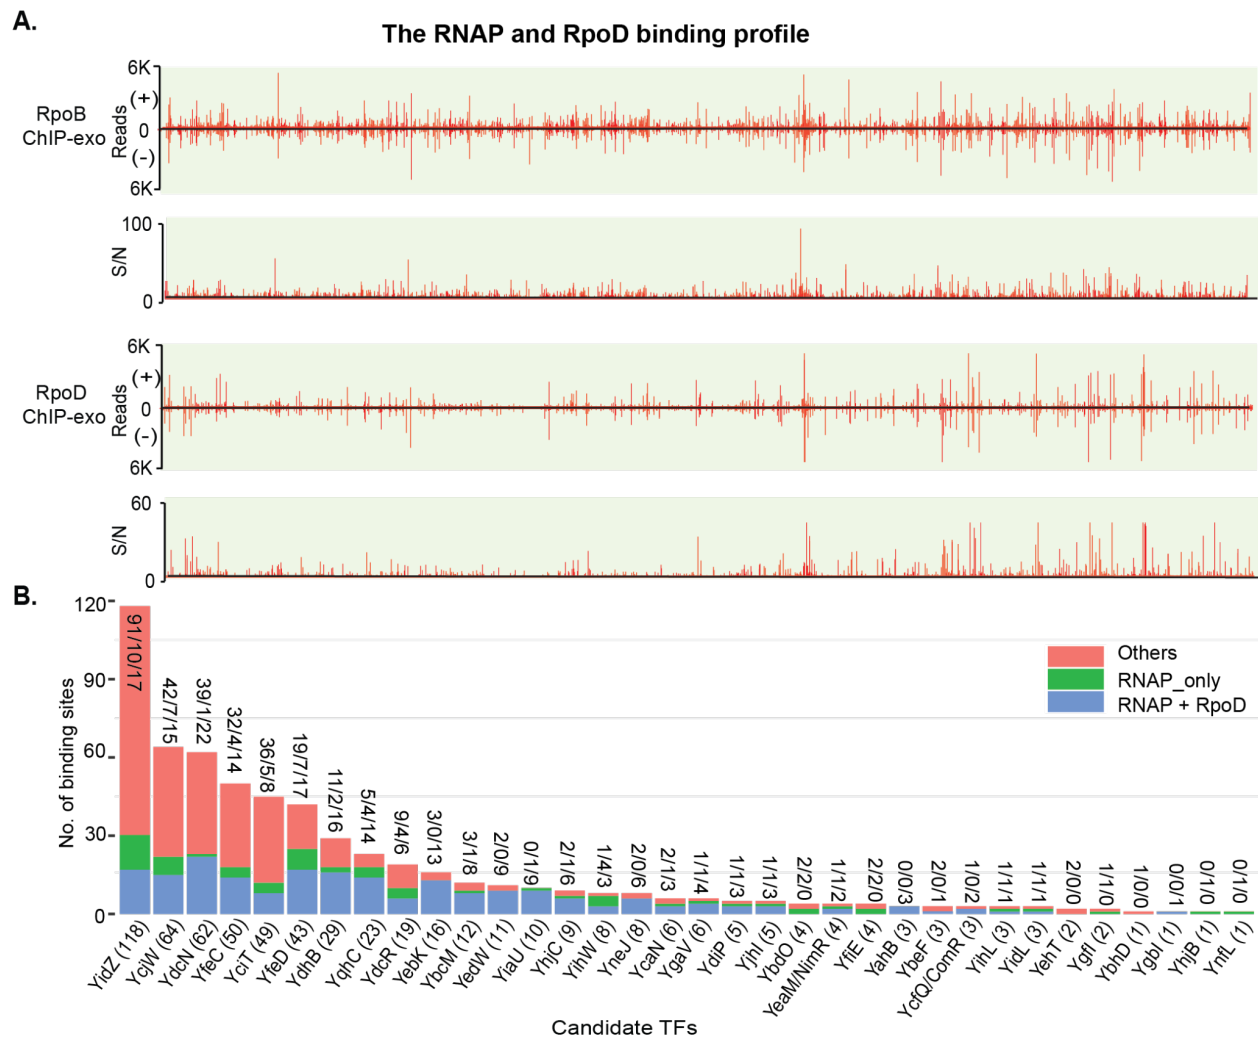

**Supplementary Figure 5 Mapping binding sites with RNA polymerase activities.**

(A) The RNAP and RpoD binding sites in the genome of *E. coli* K-12 MG1655. Upper panel: overview of RpoB binding sites. Bottom panel: overview of RpoD binding sites. S/N denotes signal-to-noise ratio. (+) and (-) indicate reads mapped on forward and reverse strands, respectively. (B) The classification of the combinations between RpoB, RpoD, and binding sites for 34 candidate TFs. The numbers (###) above each bar indicates the number of sites that fit for different types of combinations (in the order of “Others, RNAP\_only, and RNAP + RpoD”). Others include two scenarios: one where a binding site is located within the coding region, the other where a binding site is located upstream of the coding region but neither RNAP or RpoD recognize the promoter region. The number (#) behind the TF name in the x-axis is the total number of binding sites for each validated TF.

### The divergent peak between *ydhB* and *ydhC*

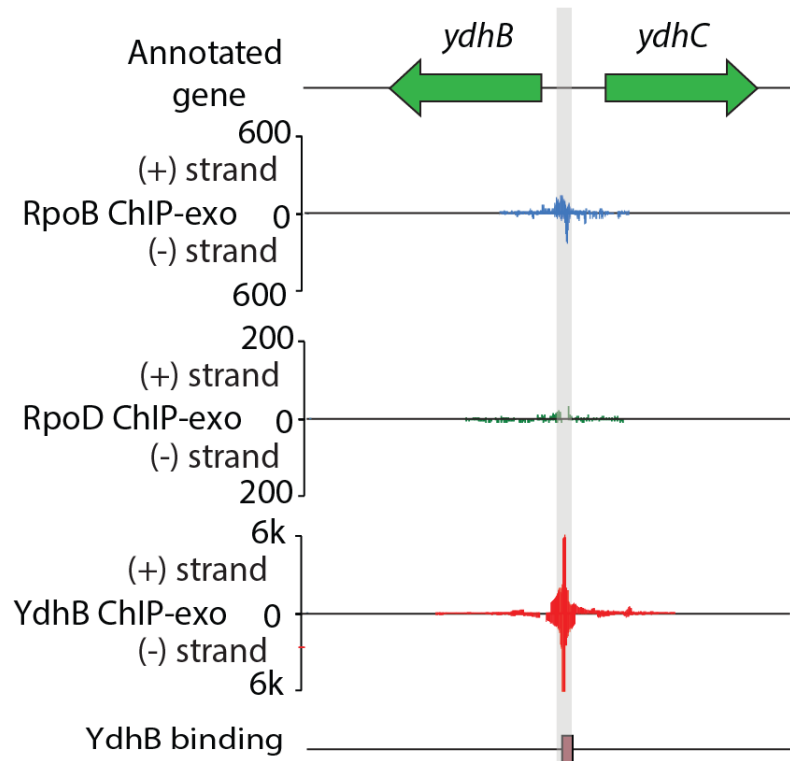

**Supplementary Figure 6 A zoom-in of the divergent peak between *ydhB* and *ydhC*.**

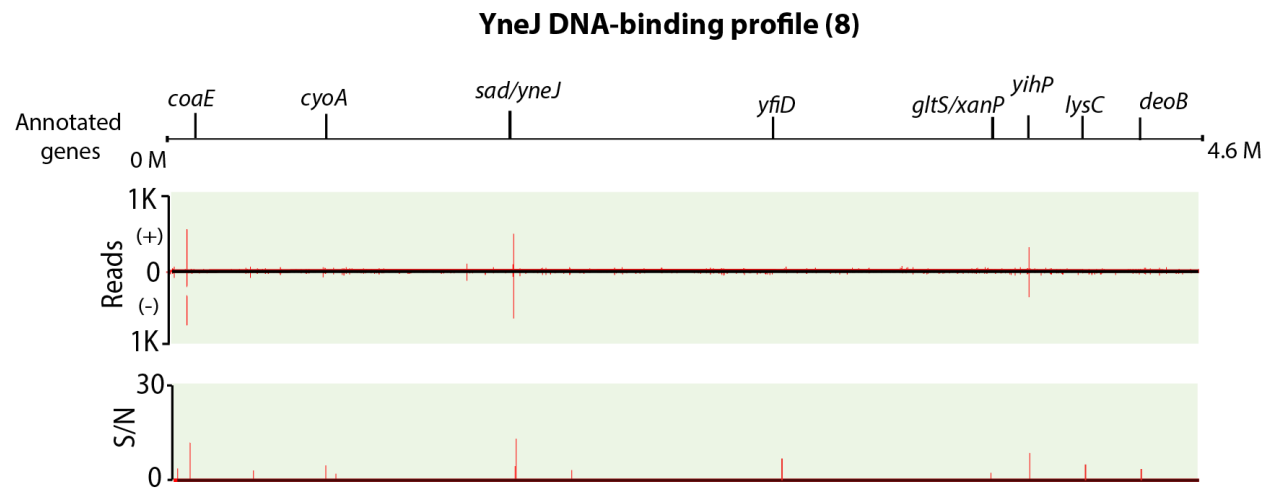

**Supplementary Figure 7** An overview of YneJ binding profile across *E. coli* genome.

### The binding peak upstream of operon *yjhlHG*

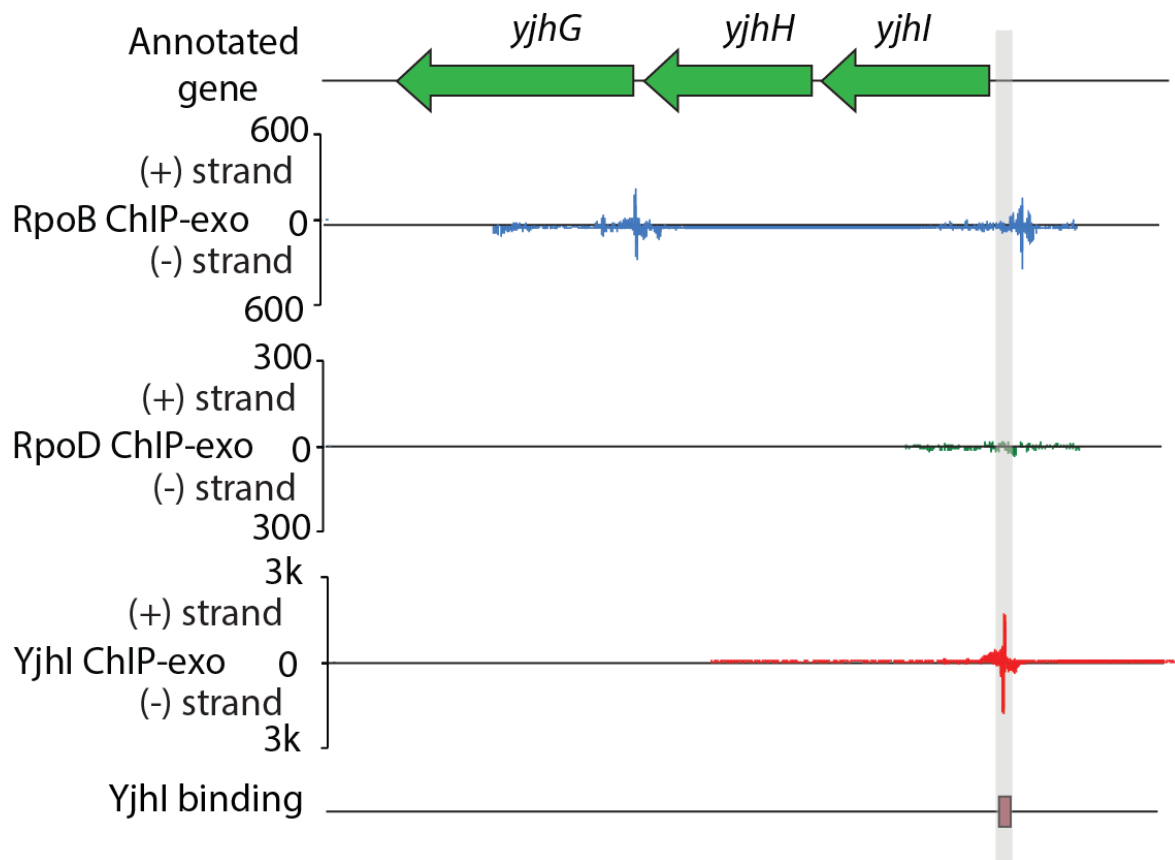

**Supplementary Figure 8 A zoom-in of the binding peak upstream of operon *yjhlHG*.**

### The divergent peak between *yfiE* and *eamB*

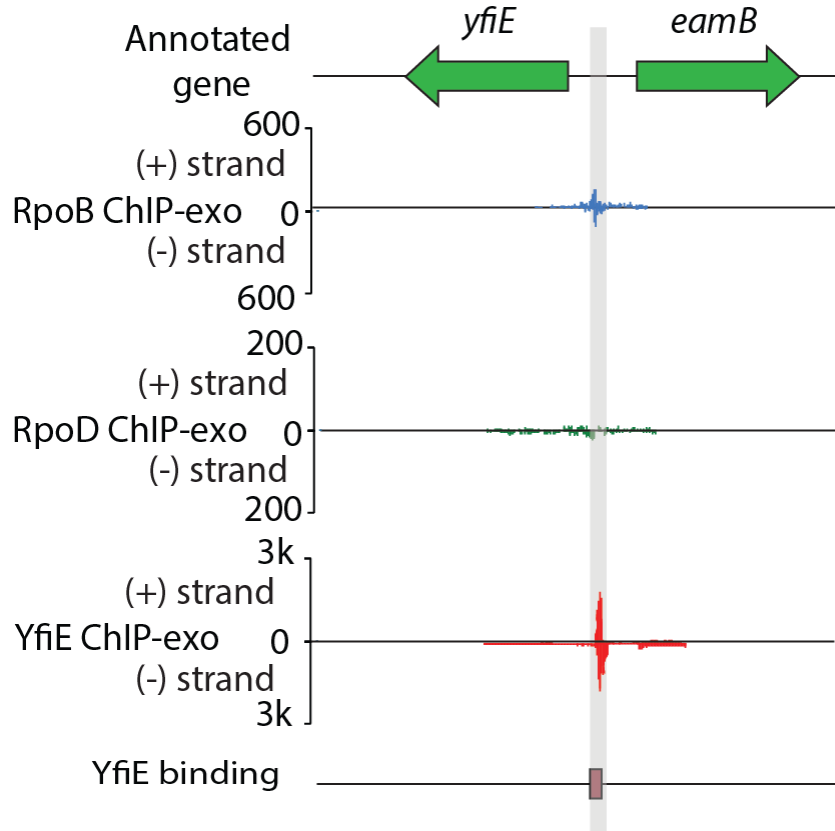

**Supplementary Figure 9 A zoom-in of the divergent peak between *yfiE* and *eamB*.**

### The divergent peak between *ynfL* and *ynfM*

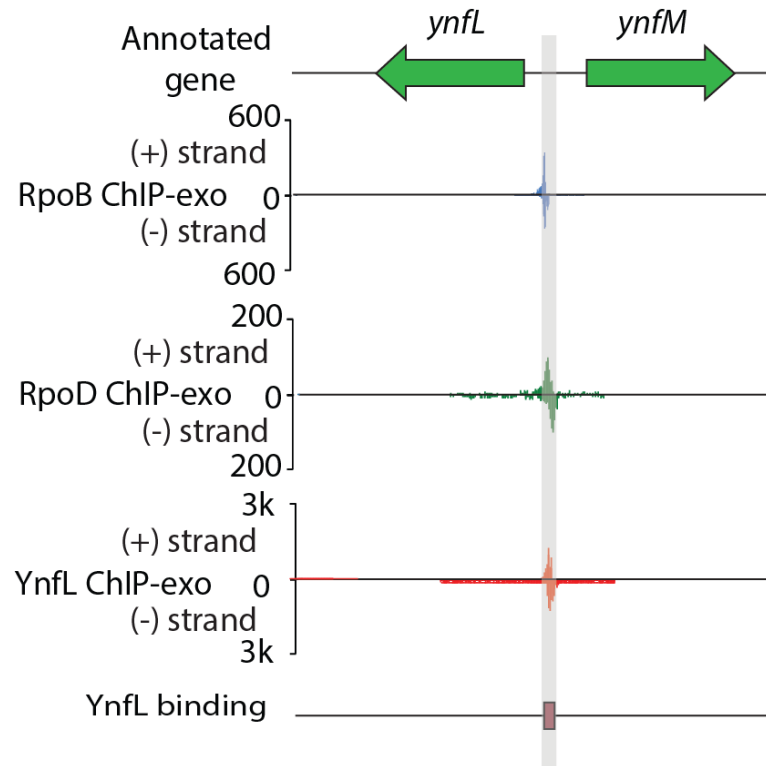

**Supplementary Figure 10 A zoom-in of the divergent peak between *ynfL* and *ynfM*.**

The correlation between YidZ binding activity and binding sequence similarity to consensus motif

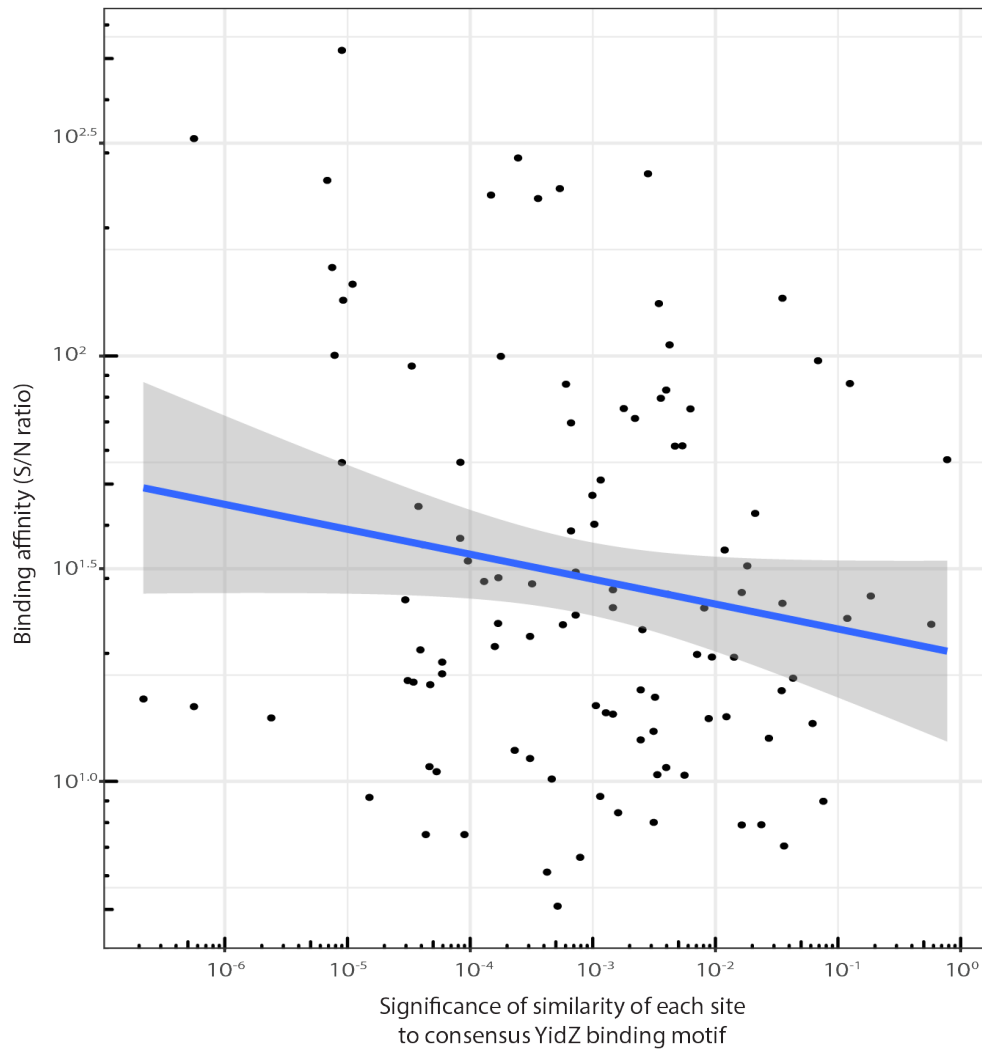

**Supplementary Figure 11 Relationship between YidZ binding affinity and binding sequence similarity to consensus motif.**

The signal-to-noise (S/N) ratio of each YidZ-binding peak was assigned to the *in vivo* relative binding affinity of each site. The significance of similarity of each site to the consensus YidZ binding motif was represented by statistical significance (*p*-value) computed from the match score of the site with the position specific scoring matrix for the motif. More differences between the binding sequence and consensus motif resulted in increasingly lower binding affinity.

**Predicted YfeC structure**

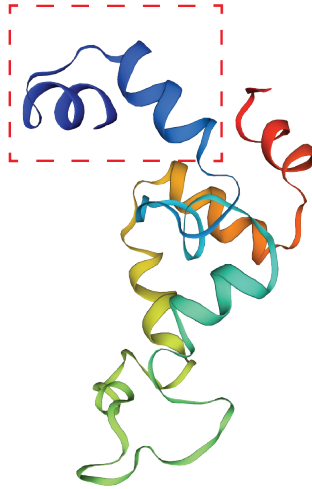

**Supplementary Figure 12 Predicted 3D structure of YfeC (monomer with the range of AA 2-111).**

The N-terminal region, labelled by a red dashed rectangle, is predicted as a DNA-binding domain by Hidden Markov Models.

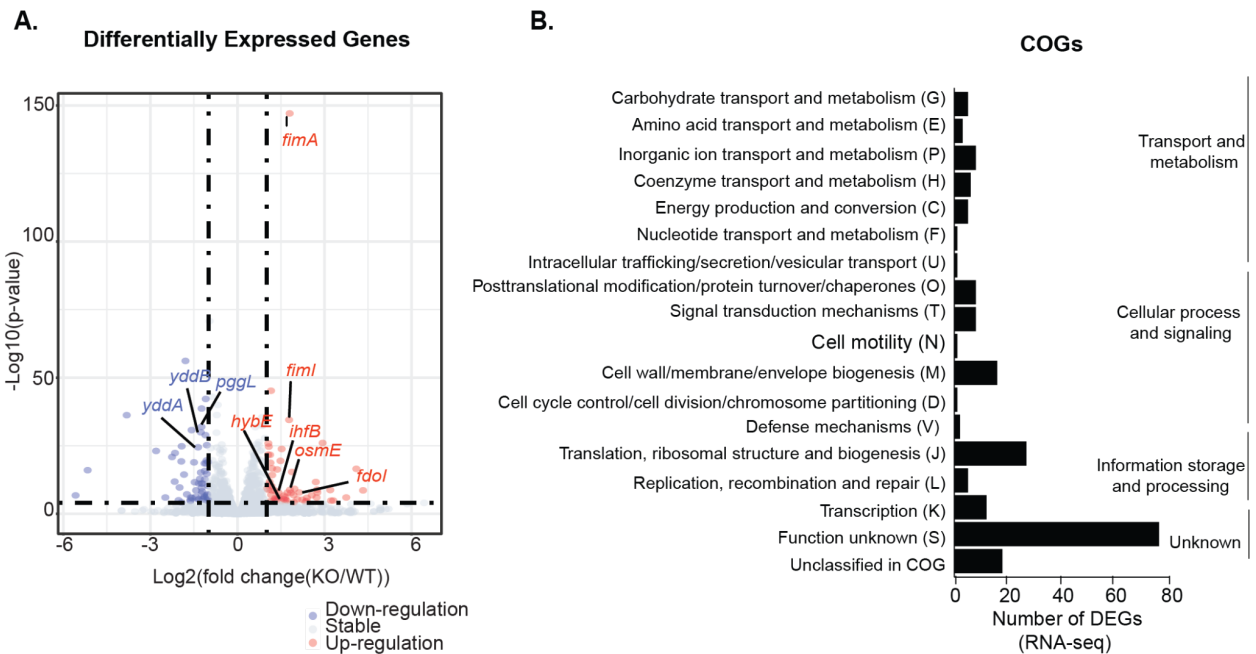

**Supplementary Figure 13 Functional classification of differentially expressed genes in the *yfeC* deletion strain.**

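The largest changes in the *yfeC* deletion among genes with enough reads were those of *ybaQ*, *ecnB*, *yfeD*, *rpmF* and *rpmG*. *ybaQ* (b0483) had 96.7 ± 0.346 TPM in wild type (SD, n = 2) and was listed at 0 and 4.48 TPM in the deletion libraries, a log2 fold change of −5.38 (limma, adjusted p = 3.86e-05). *yfeD* (b2399), the gene beside *yfeC*, rose from 43.3 ± 1.63 to 798 ± 38.6 TPM, by 4.17 on the log2 scale (limma, adjusted p = 2.66e-08), and a change caused by the deletion of its neighbour was not ruled out. *ecnB* (b4411), *rpmF* (b1089) and *rpmG* (b3636) are 147, 174 and 168 bp long and rose by 4.48, 3.81 and 3.74. Against wild-type replicate 2 alone these were 3.06, 1.99 and 2.23, and against replicate 1 alone 5.91, 5.62 and 5.25. Against the mean of the other 5 deletion strains, *ecnB* changed by 2.20 (limma, adjusted p = 0.0147), *rpmF* by 1.52 (adjusted p = 0.117) and *rpmG* by 1.42 (adjusted p = 0.0976).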

(A) 205 genes were differentially expressed after deletion of *yfeC* (cut-off value is  $\log_2$  fold-change  $\geq 1$ , or  $\leq -1$ , and adjusted p-value  $< 0.05$ ). (B) Functional classification of differentially expressed genes in the *yfeC* deletion strain. The top three clusters of functional groups were involved in transport and metabolism, cellular process and signaling, and information processing.

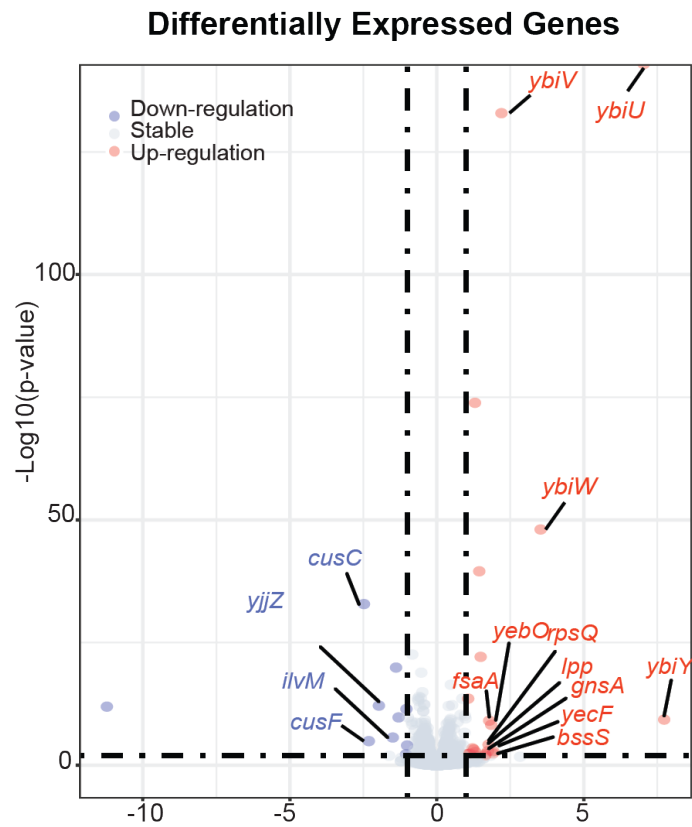

**Supplementary Figure 14 The gene expression comparison between the wild type and the *yciT* deletion strains.**

46 genes were differentially expressed after deletion of *yciT* (cut-off value is  $\log_2$  fold-change  $\geq 1$ , or  $\leq -1$ , and adjust p-value  $< 0.05$ ).

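The gene *yciT* (b1284) was listed at 0 in both *yciT* deletion libraries and at 104 to 145 TPM in the others. Apart from it, 75 genes were differentially expressed, 59 higher and 16 lower, each with both deletion libraries beyond both wild-type libraries. Genes under 300 bp made up 40 of them, 34 higher. With the 2 *yciT* deletion and 2 wild-type libraries fitted alone, 4 genes were counted, and without wild-type replicate 1, 50 of the 75 stayed past the fold-change threshold. Of the genes with enough reads, *ybiU*, *ybiW*, *cusC*, *cusF* and *ybiV* changed most.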

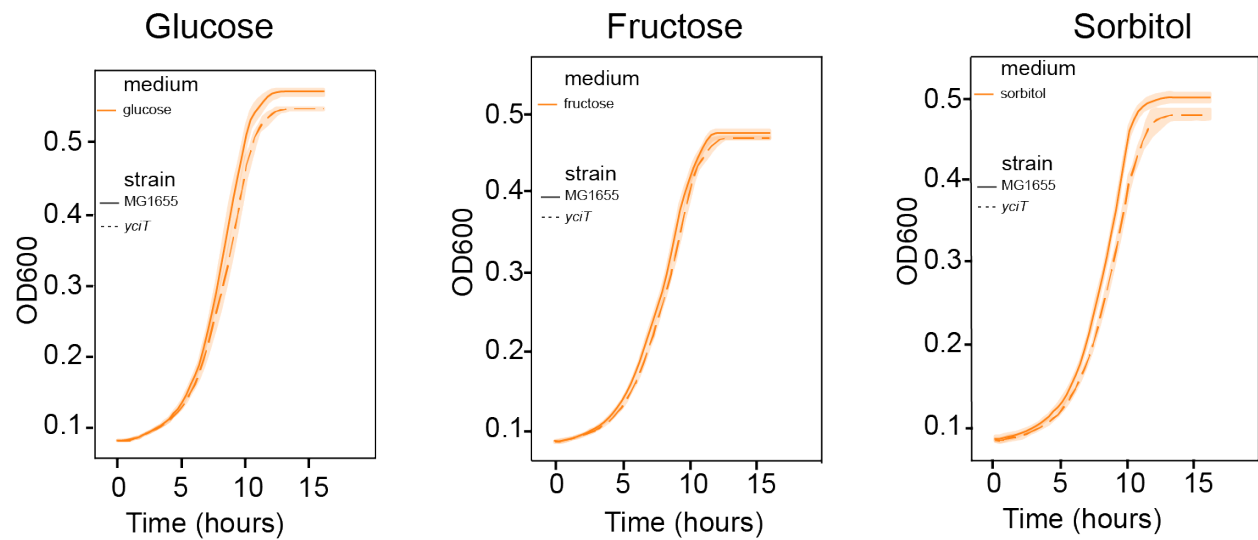

**Supplementary Figure 15 The growth curve of wild type and *yciT* deletion strains at different carbon sources in the absence of osmotic stress (0.5 M NaCl).**

Width of shaded bands represents standard deviation of the corresponding growth trajectory.

Correlation between genome size and number of TFs

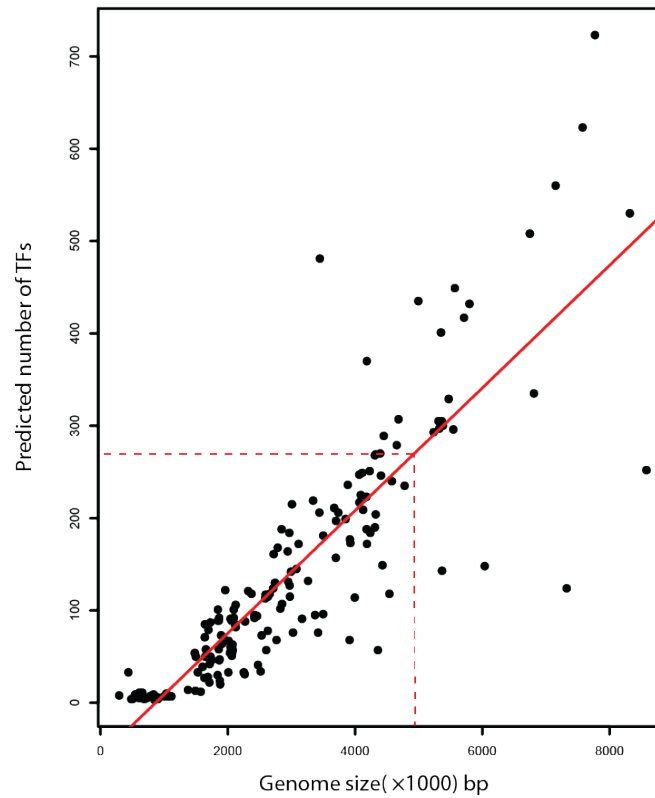

**Supplementary Figure 16 The correlation between genome size and the number of TFs in the species.**

The red line represents the linear correlation between them. Pearson correlation is 0.86. The red dashed line represents the relationship between *E. coli* K-12 MG1655 genome size (4.6Mbp) and estimated total number of TFs (280).

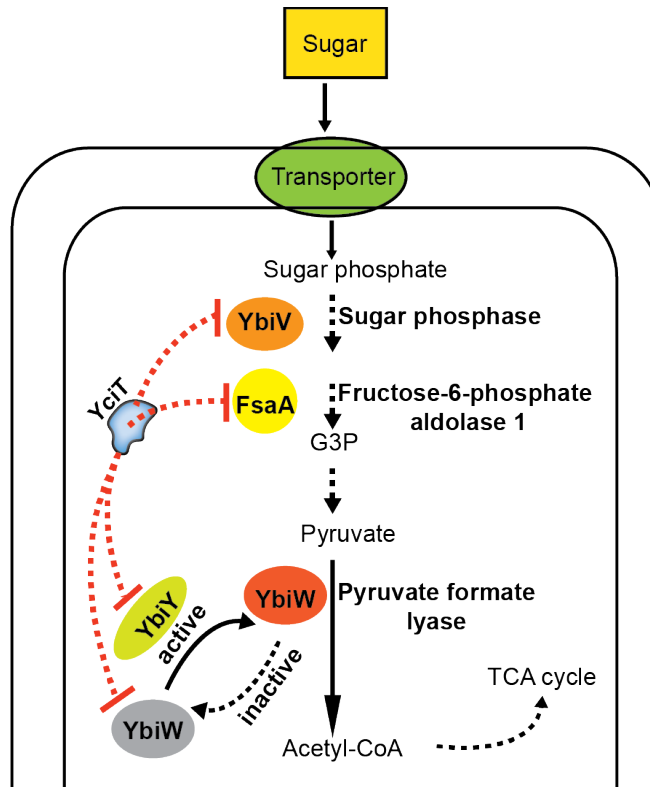

**Supplementary Figure 17 The proposed pathway that is regulated by YciT.**

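*ybiU* (b0821) had 62.9 ± 3.18 TPM in wild type (SD, n = 2) and 8000.1 ± 47.4 TPM in the *yciT* deletion, a log2 fold change of 6.97 (limma, adjusted p = 2.28e-12). *ybiW* (b0823), which lies between *ybiV* and *ybiY* by locus number, rose from 5.31 ± 0.848 to 59.3 ± 0.619 TPM, by 3.26 on the log2 scale (limma, adjusted p = 1.59e-05). Against the mean of the other 5 deletion strains the changes were 7.24 for *ybiU* and 3.16 for *ybiW*.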

When YciT is present (active) in *E. coli*, it represses the expression of target genes (*ybiV*, *ybiU*, *fsaA*, and *ybiY*).

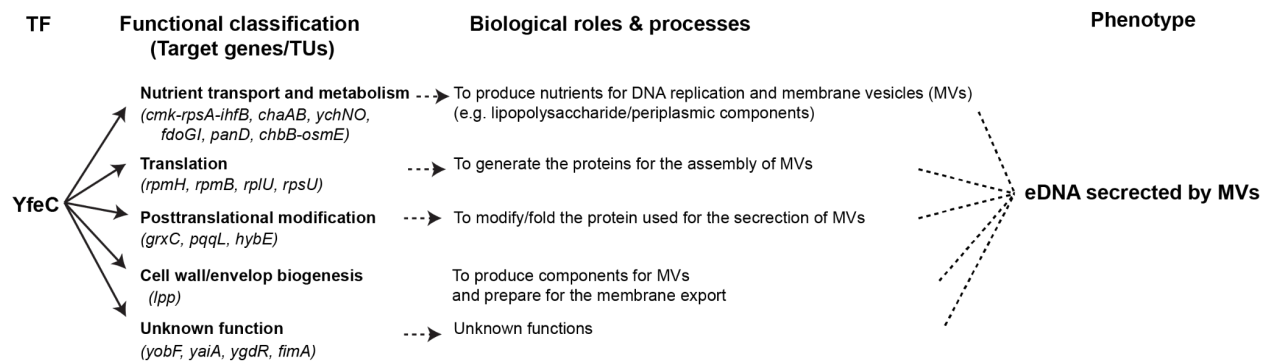

### Supplementary Figure 18 YfeC regulatory networks regulate cellular functions.

Arrows with solid lines indicate the regulation observed in this study. Arrows with dotted lines indicate that the regulation is not observed in this study.

**Supplementary Table 1** Comparison of structure and regulatory activities between candidate TFs and known TFs in *E. coli* K-12 MG1655.

|             | Known TFs       |                     |                                      | Candidate TFs             |                     |                  |
|-------------|-----------------|---------------------|--------------------------------------|---------------------------|---------------------|------------------|
| Family Type | Regulatory Role | Average size of AAs | Physiological function               | Predicted regulatory Role | Average size of AAs | Representatives  |
| LysR        | Dual            | Varied              | Amino acid biosynthesis              | Dual                      | ~ 306               | YahB, YbdO       |
| AraC        | Activator       | Varied              | Virulence, sugar metabolism          | Repressor                 | ~ 280               | YbcM             |
| GntR        | Repressor       | ~ 246               | Carbon metabolism                    | Repressor                 | ~ 352               | YdcR             |
| TetR        | Repressor       | ~ 210               | Tetracycline resistance              | Repressor                 | ~ 210               | YcfQ             |
| LuxR        | Activator       | ~ 220               | Biosynthesis and glycerol metabolism | Activator                 | ~ 200               | YhjB             |
| GalR/LacI   | Repressor       | ~ 334               | Carbon source uptake                 | Repressor                 | ~ 332               | YcjW             |
| IclR        | Repressor       | ~ 273               | Carbon source uptake                 | Repressor                 | ~ 262               | Yjhl             |
| DeoR        | Repressor       | ~ 257               | Sugar metabolism                     | Repressor                 | ~ 261               | YihW, YciT, Ygbl |

N/A\* indicates that there are no representative candidates for this condition.

**Supplementary Table 2** Protein sequence metadata and homology modeling statistics from SWISS-MODEL

|         |              | Source: UniProt |                          |                             | Source: SWISS-MODEL |                                      |                             |               |
|---------|--------------|-----------------|--------------------------|-----------------------------|---------------------|--------------------------------------|-----------------------------|---------------|
| Gene ID | Protein name | UniProt         | DNA binding domain motif | DNA binding domain residues | PDB template        | GMQE (Global Model Quality Estimate) | Oligomeric state prediction | QMEAN Z-score |
| b3711   | YidZ         | P31463          | H-T-H motif              | 25 to 44                    | 2esn.1.A            | 0.50                                 | Dimer or Tetramer           | -3.14         |
| b2398   | YfeC         | P0AD37          | N/A                      | N/A                         | 2qww.1.A            | 0.34                                 | Dimer                       | -3.17         |
| b1284   | YciT         | P76034          | H-T-H motif              | 18 to 37                    | 2w48.1.A            | 0.34                                 | Tetramer                    | -5.31         |
| b2735   | Ygbl         | P52598          | H-T-H motif              | 20 to 39                    | 2w48.1.A            | 0.36                                 | Tetramer                    | -5.57         |
| b1320   | YcjW         | P77615          | H-T-H motif              | 5 to 24                     | 1vpw.1.B            | 0.67                                 | Dimer                       | -2.36         |
| b1434   | YdcN         | P77626          | H-T-H motif              | 23 to 42                    | 1y9q.1.A            | 0.75                                 | Dimer                       | -1.94         |

Note, N/A indicates that there is no available information in the UniProt.

**Supplementary Table 3** The target genes directly regulated by YfeC

| b_number | Transcriptional unit | Description/Function                                     | COGs                                                          | log2(FoldChange) | padj       |
|----------|----------------------|----------------------------------------------------------|---------------------------------------------------------------|------------------|------------|
| b3703    | <i>rpmH</i>          | 50S ribosomal subunit protein L34                        | Translation, ribosomal structure and biogenesis               | 4.33079132       | 4.36E-08   |
| b3637    | <i>rpmB</i>          | 50S ribosomal subunit protein L28                        | Translation, ribosomal structure and biogenesis               | 1.15981833       | 0.01940833 |
| b3186    | <i>rplU</i>          | 50S ribosomal subunit protein L21                        | Translation, ribosomal structure and biogenesis               | 1.59875753       | 0.00000297 |
| b3065    | <i>rpsU</i>          | 30S ribosomal subunit protein S21                        | Translation, ribosomal structure and biogenesis               | 1.93796714       | 0.00230352 |
| b2399    | <i>yfeCD</i>         | putative transcription factor                            | Function unknown                                              | 4.32546198       | 4.98E-133  |
| b1161    | <i>ycgFX</i>         | blue light- and temperature-regulated antirepressor BluF | Function unknown                                              | -1.6727558       | 0.01324743 |
| b3610    | <i>grxC</i>          | reduced glutaredoxin 3                                   | Post-translational modification, protein turnover, chaperones | 1.65174882       | 0.00000821 |
| b1494    | <i>pqqL</i>          | periplasmic metalloprotease                              | Post-translational modification, protein turnover, chaperones | -1.0556295       | 8.21E-24   |
| b2992    | <i>hybE</i>          | hydrogenase 2-specific chaperone                         | Post-translational modification, protein turnover, chaperones | 1.51293908       | 0.00021498 |

**Supplementary Table 3** The target genes directly regulated by YfeC (con't)

| <b>b_number</b> | <b>Transcriptional unit</b> | <b>Description/Function</b>                                     | <b>COGs</b>                            | <b>log2(FoldChange)</b> | <b>padj</b> |
|-----------------|-----------------------------|-----------------------------------------------------------------|----------------------------------------|-------------------------|-------------|
| b0910           | <i>cmk-rps-ihfB</i>         | cytidylate kinase                                               | Nucleotide transport and metabolism    | 1.20143761              | 3.07E-09    |
| b1216           | <i>chaAB</i>                | Na <sup>+</sup> /K <sup>+</sup> :H <sup>+</sup> antiporter ChaA | Inorganic ion transport and metabolism | 1.55342508              | 0.01017597  |
| b1219           | <i>yehNO</i>                | DsrE/F sulfur relay family protein YehN                         | Inorganic ion transport and metabolism | -1.3343157              | 7.36E-12    |
| b3894           | <i>fdoGI</i>                | formate dehydrogenase O subunit $\alpha$                        | Energy production and conversion       | 1.16191449              | 0.00386399  |
| b0131           | <i>panD</i>                 | aspartate 1-decarboxylase proenzyme                             | Coenzyme transport and metabolism      | -1.3441817              | 0.0000505   |
| b4317           | <i>fimAICD</i>              | outer membrane protein; export and assembly of type 1 fimbriae  | Cell wall/membrane/envelope biogenesis | 1.05862358              | 1.91E-22    |
| b1677           | <i>lpp</i>                  | murein lipoprotein                                              | Cell wall/membrane/envelope biogenesis | 1.7414382               | 0.00345401  |
| b1738           | <i>chbB-osmE</i>            | N,N'-diacetylchitobiose-specific PTS enzyme IIB component       | Carbohydrate transport and metabolism  | 1.80868592              | 1.81E-09    |
| b1824           | <i>yobF</i>                 | small protein involved in stress response                       | Function unknown                       | 2.40258368              | 0.00952181  |
| b0389           | <i>yaiA</i>                 | protein YaiA                                                    | Function unknown                       | 1.36869395              | 0.015577    |
| b2833           | <i>ygdR</i>                 | predicted protein                                               | Function unknown                       | 1.53268718              | 0.00741777  |

## References

1. Koita,K. and Rao,C.V. (2012) Identification and analysis of the putative pentose sugar efflux transporters in *Escherichia coli*. *PLoS One*, **7**, e43700.
2. Rodionova,I.A., Gao,Y., Sastry,A., Monk,J., Wong,N., Szubin,R., Lim,H., Zhang,Z., Saier,M.H. and Palsson,B. PtrR (YneJ) is a novel *E. coli* transcription factor regulating the putrescine stress response and glutamate utilization.  
10.1101/2020.04.27.065417.

How the deposited data were processed for this re-analysis (not part of the article)

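The data are RNA-seq profiles of wild-type *E. coli* K-12 MG1655 and of 6 deletion strains, grown in M9 glucose medium to mid-log phase, with 2 biological replicates each. The authors depleted ribosomal RNA, made strand-specific paired-end libraries, mapped the reads with bowtie v1.2.3 to NC_000913.2 and counted them on genes with summarizeOverlaps. The deposited table of each deletion strain lists TPM for the wild-type libraries and those of that strain, and a further table lists wild type alone. The authors state that these TPM were calculated by DESeq2. In every column the 4248 values add up to 1000000, and the wild-type columns are identical in all the tables. The columns of the *yidZ* deletion carry the name ydiZ. They were matched to that strain by the sample labels and Dataset S5, which name *yidZ*, and no sample is a *ydiZ* strain. *yidZ* is also at or near 0 in them. ChIP-exo was not analysed here, and binding targets were taken from Dataset S4.

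Genes were joined to the RefSeq annotation by locus tag for their length and their neighbours, which succeeded for 4165 genes and failed for 83. The low TPM values of a library, multiplied by gene length, are whole multiples of a single step, and this step gave the read counts that serve for filters and floors. A value was taken as whole within 0.1 of a read. The libraries hold between 3088687 and 7480873 recovered reads, and between 114 and 195 genes are listed at 0. The 10 genes with the highest TPM hold 11.7% to 13.3% of a library. A mean count of at least 10 was reached by 3530 genes.

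Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3 with limma 3.58.1. For each gene a linear model on log2(TPM + 1) was fitted over the 14 libraries, each strain was compared with wild type by empirical Bayes moderated t-tests with a trend in the variance prior, and p-values were adjusted by the Benjamini-Hochberg method. DESeq2 and edgeR were not run. The test was tried on simulated data with 200 genes changed by a log2 fold change of 2 in 1 strain, where 100% of them were found, with 3 false calls among 4165 genes. The simulated libraries held no shift by gene length, unlike the wild-type libraries. Every strain was also compared with every other and with the mean of the other 5 deletion strains.

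Targets were the nearest genes in Dataset S4, compared with all other tested genes by Fisher's exact test and with 10000 random gene sets matched on deciles of expression. Log2 fold changes were correlated between the 15 pairs of strains over genes with a mean count of at least 50, and the level that shared wild-type libraries alone would give was simulated 1000 times. Genes under 300 bp were compared with longer genes by 100000 permutations across genes. A list of 16 genes of the paraquat response was fixed beforehand, and lists of 20 low oxygen genes, 13 sulfur assimilation genes and the 4 *cus* genes were drawn up after their changes had been seen. All the genes of these lists were among those measured. Ribosomal protein genes were taken by their *rpl*, *rpm* and *rps* names.

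Genes named in the text are the deleted genes, the genes that the paper names for a strain or factor, the 5 genes with the largest change in a strain among those with a mean count of at least 50, and genes past both thresholds in the same direction in at least 5 strains. Others, such as the *cus* genes and *yohC*, were chosen after their values were seen. The alternatives covered an adjusted p-value under 0.01, no fold-change threshold, a null of a log2 fold change within 1, count minimums of 10, 50 and 500, re-centring on the median fold change, the 4 compared libraries fitted alone, a replicate block, 0.1 TPM added in place of 1, other length limits, other definitions of a target and each library left out in turn. Added ones were a variance prior without trend, recovered reads with voom, genes of at least 300 bp, a removed gene-length trend and the mean of the other 5 strains as reference. GC content was not tested, because no genome sequence was used.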

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

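The tests in this part were chosen only after the results were seen, apart from the share of short genes among the differentially expressed genes of 3 strains. The genes of the copper efflux system *cusCFBA* moved in opposite directions in different deletion strains, and the strains differed when compared with each other. The largest differences for each gene were 6.62 for *cusC* in the *ybcM* against the *ydhB* deletion (limma, adjusted p = 4.31e-08 over all genes), 4.02 for *cusF* in the *yidZ* against the *ydhB* deletion (adjusted p = 1.18e-08), 3.30 for *cusB* in the *yidZ* against the *yciT* deletion (adjusted p = 3.34e-06) and 2.53 for *cusA* in the *yidZ* against the *yfeC* deletion (adjusted p = 1.26e-06). In each of these 4 comparisons both libraries of the first strain lay above both of the second. Against wild type the median of the 4 genes was 1.42 in the *yidZ* deletion and 1.39 in the *ybcM* deletion. It was −1.92, −1.83, −2.03 and −1.20 in the *yfeC*, *yciT*, *ydhB* and *ynfL* deletions, and these directions held without either wild-type library. The wild-type libraries are argued against as a cause, since *cusC* in the *yciT* against the *ybcM* deletion, a comparison without them, differed by −5.40. Gene length as the whole cause is argued against as well, since the same difference, taken in the other direction, was 5.71 with the gene-length trend removed. The deletions themselves stay open as a cause, and so do copper in the cultures, a batch of cultures and a second mutation in some strain, none of which was tested. It is a hypothesis that the *cus* genes may respond to something other than the deleted factor.

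*ybiV*, *bssR* and *yohC* too were differentially expressed in opposite directions in 2 strains. *ybiV* differed by 3.67 between the *yciT* and *ybcM* deletions (limma, adjusted p = 7.64e-12), *bssR* by 3.42 between the *ybcM* and *yidZ* deletions (adjusted p = 3.48e-08) and *yohC* by 2.96 between the *ybcM* and *yfeC* deletions (adjusted p = 1.77e-05). For each gene both libraries of the first strain lay above both of the second. These comparisons do not involve wild type, and the genes are 816, 384 and 588 bp long, above the limit for short genes. Of all genes, 7 were differentially expressed in opposite directions in some pair of strains. No further explanation was tested for these genes, apart from the deletions, which the design cannot part from other differences between the cultures.

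Dataset S6 lists no differentially expressed genes for the *ybcM*, *ydhB* and *ynfL* deletions. Here 593 genes were differentially expressed in the *ybcM* deletion (229 higher and 364 lower). In the *ydhB* deletion 278 were (161 and 117), and in the *ynfL* deletion 32 (13 and 19). The simulated data, with 3 false calls, held no gap between the wild-type libraries by gene length. They therefore set no level for these counts. The deleted genes were near 0 in their own libraries, at 0.615 to 1.24 TPM for *ybcM*, 0.252 to 0.284 TPM for *ydhB* and 0 for *ynfL*, which argues against exchanged samples. Genes under 300 bp made up 22.4%, 45.0% and 21.9% of these genes, and 29.3% for the 3 strains together, so that gene length does not account for most of them. Of the genes higher in the *ydhB* deletion 118 were short, and for these gene length stays open. With the mean of the other 5 deletion strains in place of wild type, the counts were 270, 52 and 85, of which 239, 39 and 5 are among the genes above. For the *ydhB* and *ynfL* deletions most of the change against wild type may therefore be shared by several deletion strains or lie in the wild-type libraries. The loss of the factor, a change common to deletion strains and the culture of wild type stay open.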

How the results depend on the processing

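The alternatives with a variance prior without trend, recovered reads with voom, genes of at least 300 bp, a removed gene-length trend and the other 5 strains as reference were chosen after the data were seen, and so were the left-out libraries for binding targets, gene length, similarity and paraquat genes. The cause of the changes below was not tested unless it is given. Not run were DESeq2 with its size factors, the filters on counts of edgeR, and an adjustment with independent filtering, which limma does not use.

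In the order *yidZ*, *yfeC*, *yciT*, *ybcM*, *ydhB* and *ynfL* deletion, the numbers of differentially expressed genes were 100, 286, 75, 593, 278 and 32. Without a fold-change threshold they were 1017, 1502, 702, 2153, 1526 and 282, and with a null of a log2 fold change within 1 they were 9, 21, 6, 142, 19 and 3, which follows from where the threshold lies. At an adjusted p-value under 0.01 the *yciT* count was 37, and the others stayed within 1.5 times. With a mean count of at least 50, counts of 152, 40, 381 and 151 for *yfeC*, *yciT*, *ybcM* and *ydhB* come from fewer genes, and so do 150, 33 and 146 for *yfeC*, *yciT* and *ydhB* among genes of at least 300 bp. With only the 4 compared libraries, fewer degrees of freedom left 59, 119, 4, 116 and 0 genes for *yidZ*, *yfeC*, *yciT*, *ydhB* and *ynfL*, and in the *ynfL* deletion 609 genes had an unadjusted p-value under 0.05. Against the other 5 strains the counts were 53, 270, 52 and 85 for *yfeC*, *ybcM*, *ydhB* and *ynfL*. Re-centring, 0.1 TPM added, a count minimum of 10, the prior without trend, voom and the removed length trend kept all 6 counts within 1.5 times. With any 1 library left out the counts past the fold-change threshold were 74 to 92, 208 to 274, 50 to 73, 490 to 561, 195 to 260 and 27 to 28, the lowest or joint lowest without wild-type replicate 1 in all strains but *ynfL*.

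With a replicate block the counts were 101, 286, 80, 599, 273 and 30, and neither the paper nor the labels say that a replicate number marks a batch.

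For binding targets, sites marked as bound by RNA polymerase left 1 target of YidZ, 2 of YfeC and 0 of YciT, the last below the number expected, with 5 of 13 at an unadjusted p-value under 0.05. Against the other 5 strains 3 targets of YidZ, below the number expected, and 2 of YfeC were differentially expressed. For YciT, 11 targets without a fold-change threshold and 2 with a mean count of at least 50 were no longer over-represented. Under the other alternatives with a test, the targets of the 3 factors stayed over-represented. Adjusted over 30 pairs of factor and strain, however, Fisher's exact test for YciT targets in the *yciT* deletion gave p = 0.0626. With any 1 library left out, where the over-representation was not tested, the targets numbered 7 to 10, 9 to 13 and 3 to 4.

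The difference in median log2 fold change between short and longer genes, 0.31, 0.82, 0.52, 0.97, 0.82 and 0.14, was 0.13, 1.09, 0.66, 1.14 and 1.08 in the first 5 strains and −0.00041 in the *ynfL* deletion with short genes under 200 bp, 0.15, 0.37, 0.15, 0.46, 0.40 and 0.046 with those under 500 bp and 0.61, 1.22, 0.70, 1.34, 1.25 and 0.29 among genes with a mean count of at least 50. With any 1 library left out it ranged over −0.011 to 0.65, 0.49 to 1.25, 0.031 to 0.88, 0.58 to 1.33, 0.42 to 1.15 and −0.29 to 0.59. The correlation of the *yfeC* and *ydhB* deletions fell to 0.765 and 0.762 with separate wild-type libraries. The median of the paraquat genes in the *ybcM* deletion moved to −0.077 against the other 5 strains.

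Of the alternatives that were set beforehand and keep all libraries, re-centring, which shifts each strain by its median, changed the direction of named genes. They were *murD* (0.093), *clpX* (0.069), *cydA* (0.10), *pgpB* (0.020), *cybB* (0.054), *slyB* (0.072), *dacD* (0.066), *ygbA* (0.080), *recC* (0.0097), *yqeA* (0.10), *yraK* (0.0021), *acrF* (0.065), *yrfG* (0.00082), *cysE* (0.056), *gltP* (0.12), *valS* (0.12) and *uxuB* (0.089) in the *yidZ* deletion, *ybhM* (0.060), *dtpA* (0.033), *yhfW* (0.066) and *dtpB* (0.12) in the *yfeC* deletion, *ispB* (6.9e-05) and *yjiT* (0.0040) in the *yciT* deletion, *yggR* (0.23), *ansB* (0.056) and *fimC* (0.068) in the *ybcM* deletion and *secG* (0.050) and *yjhV* (0.095) in the *ydhB* deletion. Of the other changes of named genes, 309 fell below a threshold, 145 of them with the null within 1, 118 with the 4 libraries and 29 at an adjusted p-value under 0.01, and 102 passed one, 85 of them without a fold-change threshold. Of 199 named genes past both thresholds, 66 kept this against the other 5 strains, 98 lost it and 35 had the opposite direction. The removed length trend kept 174, voom 195 and the prior without trend 181. Of all 470 entries for named genes, called or not, the direction changed for 128 against the other 5 strains, 35 with the length trend removed and 28 with voom. It changed, with wild-type replicate 1, wild-type replicate 2, deletion replicate 1 and deletion replicate 2 left out in turn, for 34, 27, 26 and 20. None of these left-out changes of direction was among the 199 genes past both thresholds, of which 37, 1, 8 and 4 fell under the fold-change threshold and 50, 25, 2 and 0 moved by more than 1.5 times. The replicate SD is no measure for these shifts, since it comes from the same gap between libraries and cannot be exceeded with 2 replicates. A mean count of 50 was reached by 2753 genes, and how far depth limits the comparison of the others was not tested.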

Differences from the paper's values

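In the *yciT* deletion 75 genes were differentially expressed, against the paper's 46. The gap was closed by an adjusted p-value under 0.01 (37), a count minimum of 10 (60), a count minimum of 50 (40), wild-type replicate 1 left out (50) and deletion replicate 1 left out (66), and not by no fold-change threshold (702), a null of a log2 fold change within 1 (6), re-centring (79), only the 4 compared libraries (4), the replicate block (80), 0.1 TPM added (73), wild-type replicate 2 left out (72) and deletion replicate 2 left out (73). Lower in the *yfeC* deletion were 125 genes, against the paper's 81. The gap was closed by an adjusted p-value under 0.01 (97), a count minimum of 10 (103), a count minimum of 50 (73), re-centring (89), only the 4 compared libraries (82), wild-type replicate 1 left out (112), wild-type replicate 2 left out (114), deletion replicate 1 left out (113) and deletion replicate 2 left out (110), and not by no fold-change threshold (1014), a null of a log2 fold change within 1 (13), the replicate block (124) and 0.1 TPM added (132). A gap counts as closed when the numbers lie within 1.5 times of each other, which can leave much of it in place. With a library left out, only the genes already counted were followed, so these counts could only fall. These alternatives, like those named for the items that follow, were set before the data were examined unless stated otherwise.

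Among the nearest genes of YidZ sites 10 were differentially expressed, against the paper's 19 genes under direct control of YidZ. Dataset S6 lists 12 of these nearest genes for the *yidZ* deletion, and 9 of the 12 were differentially expressed here. Part of the gap to 19 therefore lies in which genes are counted as targets. The gap was closed by adjacent genes counted as targets (16), and not by an adjusted p-value under 0.01 (7), no fold-change threshold (40), a count minimum of 50 (9) and only sites bound by RNA polymerase (1). For YfeC the number was 13, against the paper's 20. Dataset S6 lists 12 nearest genes of YfeC sites for the *yfeC* deletion, and all 12 were differentially expressed here. The gap was closed by no fold-change threshold (25) and adjacent genes counted as targets (26), and not by an adjusted p-value under 0.01 (9), a count minimum of 50 (9) and only sites bound by RNA polymerase (2). Higher in the *yfeC* deletion were 10 of these, against the paper's 16. The gap was closed by no fold-change threshold (13) and adjacent genes counted as targets (19), and not by an adjusted p-value under 0.01 (7), a count minimum of 50 (7) and only sites bound by RNA polymerase (1). Supplementary Table 3 lists 20 units, and at its listed loci 14 genes were differentially expressed here. With the gene of each unit that carries the paper's fold change, a choice made by that value, 18 were.

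The paper's fold changes come with a standard error, and a value differs here when the gap exceeds both that error and the SD between replicates. In the *yidZ* deletion 36 named genes could be compared, all with the same sign, and 14 differed in size. The log2 fold changes were −1.62 against the paper's −1.49 for *gadA*, −1.66 against the paper's −1.52 for *gadB*, −1.43 against the paper's −1.29 for *gadC*, −1.79 against the paper's −1.65 for *hdeD* and −1.39 against the paper's −1.25 for *hdeA*. They were 0.90 against the paper's 1.06 for *malE*, −1.17 against the paper's −1.03 for *tktB*, −1.18 against the paper's −1.04 for *nrdI* and −1.13 against the paper's −1.02 for *mdtF*. For the other genes they were 1.42 against the paper's 1.56 for *fimA*, 1.34 against the paper's 1.50 for *cusC*, 1.48 against the paper's 1.69 for *cusA*, 0.87 against the paper's 1.02 for *fimC* and 1.18 against the paper's 1.35 for *fimD*. Re-centring on the median fold change closed all 14 gaps, at −1.49 for *gadA*, −1.53 for *gadB*, −1.30 for *gadC*, −1.66 for *hdeD*, −1.26 for *hdeA*, 1.03 for *malE* and −1.04 for *tktB*, and at −1.05 for *nrdI*, −1.00 for *mdtF*, 1.54 for *fimA*, 1.46 for *cusC*, 1.61 for *cusA*, 0.99 for *fimC* and 1.31 for *fimD*. Leaving out wild-type replicate 1 closed the gaps of *gadA* (−1.52), *gadB* (−1.59), *malE* (0.93), *tktB* (−1.09), *mdtF* (−1.09) and *cusC* (1.45), and leaving out wild-type replicate 2 those of *nrdI* (−1.12) and *fimA* (1.49). Leaving out *yidZ* deletion replicate 1 closed those of *hdeD* (−1.75), *nrdI* (−1.14), *cusC* (1.41) and *fimC* (0.93), and leaving out replicate 2 those of *hdeA* (−1.31) and *mdtF* (−1.12). With 0.1 TPM added the gap of *cusA* (1.54) was closed. The count minimums, the 4 libraries fitted alone and the replicate block closed none of the 14.

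In the *yfeC* deletion the gap passed this limit for 4 of 43 named genes, and all had the same sign. The log2 fold changes were −1.16 against the paper's −1.06 for *pqqL*, 0.91 against the paper's 1.06 for *fimD* and 1.68 against the paper's 1.80 for *fimA*. Re-centring closed these gaps, at −1.03 for *pqqL*, 1.05 for *fimD* and 1.81 for *fimA*. So did leaving out wild-type replicate 1 for *pqqL* (−1.07), wild-type replicate 2 for *fimA* (1.75) and deletion replicate 2 for *pqqL* (−1.15) and *fimD* (1.00). The other gene, *yciZ*, is listed at 0 in both wild-type libraries, so its fitted value follows the TPM added and its size cannot be compared. It was 3.89 with 1 TPM added and 7.12 with 0.1 TPM, against the paper's 6.43. For *pqqL*, *fimD* and *fimA* the other alternatives, namely the count minimums where the gene passes them, the 4 libraries fitted alone and the replicate block, did not close the gap.

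In the *yciT* deletion the gap passed the same limit for 3 of 24 named genes, and all had the same sign. *ybiY* is at the floor in wild type, so its fitted value follows the TPM added and its size cannot be compared. It was 5.03 with 1 TPM added and 7.06 with 0.1 TPM, against the paper's 7.74. For *ybiU* the log2 fold change was 6.97 against the paper's 7.04. This gap was closed by re-centring (7.02), by 0.1 TPM added (6.99), without wild-type replicate 1 (7.02) and without deletion replicate 2 (6.97). For *ybiW* it was 3.26 against the paper's 3.53, and the gap was closed by re-centring (3.31), by 0.1 TPM added (3.47) and without wild-type replicate 2 (3.40). The count minimums, the 4 libraries fitted alone, the replicate block and the other left-out libraries did not close the gaps of *ybiU* and *ybiW*.

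Of the genes in Dataset S6, 61 of 74 for *yidZ*, 192 of 205 for *yfeC* and 42 of 46 for *yciT* were differentially expressed here, and all had the paper's sign. The fold changes correlated across genes, which are not independent replicates, with r = 0.998, 0.986 and 0.973. The median of the difference from the paper's value was −0.13, −0.07 and −0.01, and with re-centring −0.01, 0.06 and 0.04. Differentially expressed here and absent from the dataset were 39, 94 and 33 genes. Of the 13, 13 and 4 genes of the dataset that were not differentially expressed here, 12, 13 and 2 had a log2 fold change under the threshold. Of those missing, re-centring called 9, 11 and 1, no fold-change threshold 12, 13 and 2, and 0.1 TPM added 3, 2 and 1. A count minimum of 10 called 1, 0 and 1, a count minimum of 50 1, 0 and 1, and the replicate block 0, 0 and 1. Of the settings chosen after seeing the values, recovered reads with voom called 12, 12 and 4, the removed length trend 6, 4 and 2 and the comparison against the other 5 strains 1, 0 and 0. Voom called 72, 201 and 46 genes of the whole dataset.

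The paper counts *malM*, *malE*, *malX* and *fimC* as changed in the *yidZ* deletion and *fdoI* and *fimD* in the *yfeC* deletion, and here their log2 fold changes of 0.96, 0.90, 0.76, 0.87, 0.91 and 0.91 lay under the threshold. Each passed without a fold-change threshold. With re-centring *malM* (1.09), *malE* (1.03), *fdoI* (1.04) and *fimD* (1.05) passed, and with 0.1 TPM added *malM* (1.00) did. Of the settings chosen after seeing the values, voom called *malM* (1.15), *malE* (1.05), *fimC* (1.02), *fdoI* (1.06) and *fimD* (1.05), and the removed length trend called the same 5 genes (1.10, 1.04, 1.03, 1.04 and 1.06).

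The paper proposes that YdhB represses *ydhC*, and without *ydhB* the log2 fold change of *ydhC* was −0.81, so the gene was lower and not higher. The paper names envelope biogenesis and lipid metabolism among the processes raised in the *yfeC* deletion. Its envelope targets *lpp* and *fimD* were higher here too, by 1.98 and 0.91. Among the 192 genes of Dataset S6 that were differentially expressed here, 2 of the envelope class were higher and 13 lower. These have the paper's sign, so they are a wider set of genes and no difference in values. None of the genes of Dataset S6 for *yfeC* carries the lipid class. The gene that the paper calls *cusF* at the YciT site has the locus number of *cusC*, and both genes were lower in the *yciT* deletion (−2.20 for *cusF* and −2.38 for *cusC*).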

Other observations

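Most tests in this part were chosen only after the results were seen. Chosen earlier were the tests on longer ribosomal protein genes, on separate wild-type libraries and genes of at least 500 bp for the likeness of 2 strains, on YfeC targets in the *ydhB* deletion and among longer genes, and on the other 5 strains for low oxygen and sulfur genes. In all 6 deletion strains genes under 300 bp had a higher median log2 fold change than longer genes. The difference was 0.31, 0.82, 0.52, 0.97, 0.82 and 0.14 in the order *yidZ*, *yfeC*, *yciT*, *ybcM*, *ydhB* and *ynfL* deletion, over 381 short and 3783 longer genes (permutation test across genes, p = 1e-05 in each strain, the smallest that the permutations can give, and the same after adjustment over the 6 strains). Genes are not independent replicates, and the strains share the wild-type libraries. These p-values therefore do not measure the spread between libraries. Short genes above 0 numbered 228, 295, 255, 284, 299 and 239. The 2 wild-type libraries parted in the same way, with a median difference of 1.10 for short genes, and of the 74 genes that differed between them by more than 1, 64 were short. Without wild-type replicate 1 the difference was −0.011 in the *yidZ* deletion, −0.29 in the *ynfL* deletion and 0.031 in the *yciT* deletion, so that in these strains the pattern may lie in that library. In the *yfeC* deletion it was still 0.49. The level set for this test had been 1, which was not reached, and the argument against wild-type replicate 1 as the whole cause rests on its size beside the gap between the *yfeC* libraries, which gave 0.95 and 0.96 when either was left out. Higher expression of ribosomal protein genes may add to the pattern in the *yfeC* deletion, where those of at least 300 bp had a median of 0.55. Their median was 0.56 in the *ybcM* and 0.49 in the *ydhB* deletion. In the *yidZ*, *yciT* and *ynfL* deletions it was 0.26, 0.09 and 0.05. Ribosomal protein genes do not account for the other short genes in the *yfeC* deletion, with a median of 0.99, or 0.45 without wild-type replicate 1. A dependence of library preparation on gene length stays open for all strains, and a different growth state of the strains was not tested.

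The log2 fold changes of the *yfeC* and *ydhB* deletions correlated across 2751 genes with r = 0.912, and those of the 14 other pairs of strains with 0.299 to 0.690. Genes are not independent replicates, and shared wild-type libraries alone gave a median of 0.779 and at most 0.846 in simulations of unchanged strains. In these 2 strains 214 genes were differentially expressed in the same direction, which does not set them apart, since the *ybcM* and *ydhB* deletions shared 214 and the *yfeC* and *ybcM* deletions 208. Shared wild-type libraries as the whole cause are argued against by the correlation with separate wild-type libraries, which stayed at 0.762, where the other pairs reached 0.608 at most. Gene length is argued against by genes of at least 500 bp, where the correlation was 0.898. Libraries of a single strain under 2 names are argued against by the deleted genes, since *yfeC* had at least 37.6 TPM in the *ydhB* deletion. Compared directly, the 2 strains differed past both thresholds in 9 genes beside the 2 deleted ones, namely *ybaQ* (−5.79), *yohC* (−2.50), *cnu* (−2.06), *sodC* (−1.86), *ymiA* (−1.55), *fau* (−1.35), *yiiQ* (−1.02), *eutS* (1.64) and *yfeD* (4.78). The other pairs differed in 23 to 498 genes. A shared culture or library batch, a common parent and a common response to both deletions stay open and were not tested.

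YfeC targets were over-represented among the genes changed in the *yfeC* deletion, but 13 of the 48 tested targets were also differentially expressed in the *ydhB* deletion (Fisher's exact test across genes, adjusted p = 0.000152 over 30 pairs of factor and strain), where *yfeC* is expressed. In the *ybcM* deletion 14 were (adjusted p = 0.0395). The loss of YfeC alone is argued against as the cause of the over-representation. Gene length alone is argued against too, since among genes of at least 300 bp the over-representation stayed (Fisher's exact test across genes, p = 0.0160). It is a hypothesis that genes near YfeC sites may respond in several deletion strains for a reason other than YfeC.

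The 16 paraquat marker genes had a median log2 fold change of −0.19 in the *ybcM* deletion, at the 67.0th percentile of random lists. Past both thresholds were 0 of them, also adjusted over the list alone, and 8 had an unadjusted p-value under 0.05. *soxS* was lower, at −0.95 (limma, adjusted p = 0.000303, lower in both libraries). These values argue against paraquat in the *ybcM* cultures used for RNA-seq, or against a lasting response to it. In the 5 other deletions the medians lay between −0.22 and 0.02, and 1 gene passed both thresholds, *poxB* in the *yidZ* deletion (−1.13).

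The 20 low oxygen genes had a median log2 fold change of 1.47 in the *ybcM* deletion, 13 of them past both thresholds and all of these higher, up to 5.35 for *grcA*. Adjusted over the list alone the number was 13. The median was 1.50 and 1.45 without either wild-type library and 1.73 with the gene-length trend removed. The wild-type libraries are argued against as a cause, since the median against the other 5 deletion strains was 1.50. In the other strains the median lay between −0.19 and 0.06. Less oxygen in the *ybcM* cultures may explain this, and so may the loss of YbcM, and neither was tested. The other genes with the largest changes in this strain were *bidA* (3.96), *ecnB* (3.96), *fruB* (3.93) and *rpmF* (3.83). Against the other 5 strains *bidA* (3.55) and *fruB* (3.88) kept their size more than *ecnB* (1.57) and *rpmF* (1.56).

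The 13 sulfur assimilation genes had a median of −1.04 in the *ynfL* deletion, all lower and 9 past both thresholds, also adjusted over the list alone. Without either wild-type library the median was −1.03 and −1.09. The wild-type libraries are argued against as the cause, since against the other 5 strains the median was −0.85, with 3 genes past both thresholds. In the *yciT* deletion all 13 were lower as well, with a median of −0.38 and 0 past both thresholds, 12 at an unadjusted p-value under 0.05. In the other 4 strains the medians lay between −0.32 and −0.01. The loss of YnfL and the sulfur source of the cultures may each play a part, and neither was tested. The largest changes in the *ynfL* deletion were those of *fimI* (1.95), *fimA* (1.89), *fimD* (1.63), *fimF* (1.59) and *cusC* (−1.57). In the same order they were 0.64, 0.50, 0.85, 1.02 and −0.53 against the other 5 strains. In the *ydhB* deletion the largest changes were those of *ecnB* (4.41), *rpmF* (3.62), *cusC* (−3.60), *rpmI* (3.47) and *rpmG* (3.37). Without wild-type replicate 1 these 5 changes were, in the same order, 2.99, 1.81, −3.48, 1.81 and 1.86. Against the other 5 strains they were 2.11, 1.30, −2.97, 1.38 and 0.99.

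*yfeD* rose beside the deleted *yfeC*, and whether YfeC or the deletion of the neighbour raised it cannot be told apart. Of the 10 other genes adjacent to a deleted gene, 2 were differentially expressed and higher, with a median of 0.54 and a range from −0.81 to 2.09. These were *yieE* (1.08) and *osmB* (2.09), and against the other 5 strains *osmB* changed by 0.19. Neighbours moving in both directions, and a single *yfeC* deletion, keep the question open.

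In at least 5 of the 6 strains 19 genes were differentially expressed in the same direction, 16 higher and 3 lower, and 13 of them are shorter than 300 bp. *bssS* and *fimA* were higher in all 6. The lower genes were *ydiZ*, *higB* and *yjjZ*, and *pyrL* and *yciZ* are listed at 0 in both wild-type libraries. Since the strains share the wild-type libraries, these are not independent findings. The differences between replicate 1 and replicate 2 correlated between strains and wild type with r from −0.351 to 0.157 across genes over 21 pairs, so that equal replicate numbers show no common shift. No biological explanation was tested for these genes.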
